# BEN-solo factors partition active chromatin to ensure proper gene activation in *Drosophila*

**DOI:** 10.1038/s41467-019-13558-8

**Published:** 2019-12-13

**Authors:** Malin Ueberschär, Huazhen Wang, Chun Zhang, Shu Kondo, Tsutomu Aoki, Paul Schedl, Eric C. Lai, Jiayu Wen, Qi Dai

**Keywords:** Embryogenesis, Transcriptional regulatory elements

## Abstract

The *Drosophila* genome encodes three BEN-solo proteins including Insensitive (Insv), Elba1 and Elba2 that possess activities in transcriptional repression and chromatin insulation. A fourth protein—Elba3—bridges Elba1 and Elba2 to form an ELBA complex. Here, we report comprehensive investigation of these proteins in *Drosophila* embryos. We assess common and distinct binding sites for Insv and ELBA and their genetic interdependencies. While Elba1 and Elba2 binding generally requires the ELBA complex, Elba3 can associate with chromatin independently of Elba1 and Elba2. We further demonstrate that ELBA collaborates with other insulators to regulate developmental patterning. Finally, we find that adjacent gene pairs separated by an ELBA bound sequence become less differentially expressed in *ELBA* mutants. Transgenic reporters confirm the insulating activity of ELBA- and Insv-bound sites. These findings define ELBA and Insv as general insulator proteins in *Drosophila* and demonstrate the functional importance of insulators to partition transcription units.

## Abstract (web summary)

The BEN-solo proteins—including Insensitive (Insv), Elba1 and Elba2—function in both transcriptional repression and chromatin insulation. Here, the authors investigate the role of these proteins in *Drosophila* embryos, finding that ELBA and Insv function as general insulators and partition active chromatin to ensure proper gene activation in *Drosophila*.

## Introduction

Proper gene regulation requires coordinated activities of distinct classes of cis- and trans-regulators. Insulators (or boundary elements) are a special type of cis elements that constrain enhancer–promoter interactions^1–5^ and set chromatin boundaries^6^. Historically, boundary or enhancer-blocking activities of newly identified insulators were mostly tested on a one-on-one basis in transgenic lines or genetically dissected for individual loci. Recent advances in genomics and chromatin structure capture techniques allowed more systematic identification of insulators and also assigned new properties to them in chromatin architecture organization (reviewed in refs. ^7,8^).

The activity of insulator elements depends upon their associated factors. The zinc-finger protein CTCF seems to be the only insulator protein conserved between vertebrates and invertebrates. In addition to its established roles as an insulator in chromatin organization, long-range regulatory element looping and enhancer segregating^7^, several of the early studies on mammalian CTCF indicated that it functions in transcriptional repression^9,10^. More than a dozen of proteins have been shown to have insulator function in *Drosophila*^11^. According to the combinatory co-occupancy patterns of the five insulator proteins CP190, BEAF-32, CTCF, Su(Hw), and Mod(mdg4), *Drosophila* insulators were divided into two classes^12^. Class I insulators are mainly bound by CP190, BEAF-32, and CTCF in active chromatin regions proximal to promoters, while class II insulators are mostly bound by Su(Hw) located in distal intergenic loci. However, at the functional level, how these factors cooperate remains unclear.

The BEN (BANP, E5R, and NAC1) domain is a recently recognized domain present in a variety of metazoan and viral proteins^13^. Several BEN-containing proteins including mammalian BANP/SMAR1^14,15^, NAC1^16,17^, BEND3^18^, and the C isoform of *Drosophila* Mod(mdg4)^12,19^ have chromatin-associated functions and have been linked to transcriptional silencing. We and others showed that the BEN domain possesses an intrinsic sequence-specific DNA-binding activity. Mammalian RBB, a BEN and BTB domain protein, binds to and directly represses expression of the HDM2 oncogene through interaction with the nucleosome remodeling and deacetylase (NuRD) complex^20^. *Drosophila* Insv binds to a palindromic motif, TCCAATTGGA and its variants (TCYAATHRGAA), and represses genes in the nervous system^21^. Two other *Drosophila* BEN proteins, Elba1 and Elba2, along with the adaptor protein Elba3, are assembled in a heterotrimeric complex (ELBA) and associate with the asymmetric site “CCAATAAG” in the *Fab-7* insulator^22^. *elba1* and *elba3* are closely linked in the genome and specifically expressed during the mid-blastula transition, which restricts ELBA activity to this early developmental window. Interestingly, the genes encoding Insv and Elba2 are also arranged next to each other in the genome, even though their gene products show different tissue specificity in later developmental stages.

Most of the BEN-domain proteins contain other characterized motifs. However, Insv, Elba1, Elba2, and several mammalian homologs, such as BEND5 and BEND6, harbor only one BEN domain and lack other known functional domains. Thus, we refer to this sub-class as BEN-solo factors^23,24^. Our previous work demonstrated that Insv and ELBA BEN-solo factors share common properties, e.g., binding to the palindromic sites as homodimers and repressing reporter genes in cultured cells, but also display distinct activities, e.g., Insv being the only one that interacts with Notch signaling and its inability to bind to the asymmetric site^23^. Interestingly, the *Fab-7* insulator requires ELBA for its early boundary activity, but also needs Insv in later development^25^.

It remains to be determined how the ELBA factors regulate gene expression and embryogenesis. In this study, we have comprehensively characterized the three *Drosophila* BEN-solo factors and the adapter protein Elba3, by analyzing DNA-binding preferences (symmetric versus asymmetric), chromatin binding inter-dependence (homodimers versus heterotrimeric complex) and mechanisms in gene regulation (repressor versus insulator). Our ChIP-seq (chromatin immunoprecipitation followed by deep sequencing) analyses show that ELBA and Insv bind many common and distinct genomic regions. Unexpectedly, Elba3 associates with chromatin even in the absence of its DNA-binding partners Elba1 and Elba2. Our ChIP-nexus (chromatin immunoprecipitation experiments with nucleotide resolution through exonuclease, unique barcode, and single ligation) assay distinguishes asymmetric heterotrimeric binding pattern of Elba1 and Elba2 from symmetric homodimer pattern of Insv. Although all four factors repress transcription, only the ELBA factors genetically interact with GAF and CP190 and are required for embryonic patterning. Finally, we show that adjacent genes separated by ELBA binding are less differentially expressed in the *ELBA* mutants. Insv-associated adjacent genes do not show such a global effect, despite individual loci relying on Insv insulation. And ELBA- and Insv-bound elements block enhancer–promoter interaction in transgenic reporters. Collectively, these findings indicate a role of ELBA and Insv as general insulators in partitioning transcription units in *Drosophila*.

## Results

### The ELBA complex shares many genomic binding sites with Insv

We previously described genomic binding for Insv whose ChIP-seq peaks cover numerous genomic sites that bear its specific binding motif (CCAATTGG and variants thereof)^24^. A few individual sites in the *Fab-7* and the *Fab-8* insulators were known genomic locations of the ELBA complex^22,25,26^. We intended to broaden this perspective by generating ChIP-seq data for each of the three ELBA factors from the blastoderm stage of embryos, which covers the peak expression of the ELBA factors^23^. For uniformity of comparing peak-calls, we re-made Insv ChIP-seq data in parallel with the ELBA libraries.

To investigate inter-dependence of factor binding and biological function of the Elba factors, we generated frame-shift mutant alleles for *elba1*, *elba2*, and *elba3* (Supplementary Fig. 1a). These mutants are viable and fertile, similar to *insv* mutant. The fluorescent staining confirms that Elba1 and Elba3 are absent from their cognate mutants, while still expressed in the non-cognate mutants. As the Elba2 antibody did not work in immunostaining, we performed RT-qPCR to quantify the mRNA levels of each factor (Supplementary Fig. 1b). The wild-type (wt) mRNAs of each factor are depleted in its cognate mutant, while in the non-cognate mutants the mRNA levels of the ELBA factors are slightly increased. Whether the increase is due to genetic compensation^27^ is unclear, and not a focus of this study. We were unable to quantify protein levels of these factors due to technical limitation, so whether an increase in mRNA levels leads to an increase in protein levels remains undetermined. Nevertheless, mutation in any of the *ELBA* genes does not abolish expression of the other *ELBA* genes.

We first determined the best suitable normalization control among Input, IgG, and mutant ChIP libraries (Fig. 1a; Supplementary Table 1). The peaks obtained by using the ChIP-seq reads of wild type against those of the cognate mutant showed the highest motif enrichment, compared with the ones against Input or IgG from wt (Supplementary Fig. 1c). Therefore, we used cognate mutant ChIP signal as a negative control for all ChIP-seq peak callings in this study.

**Fig. 1:**
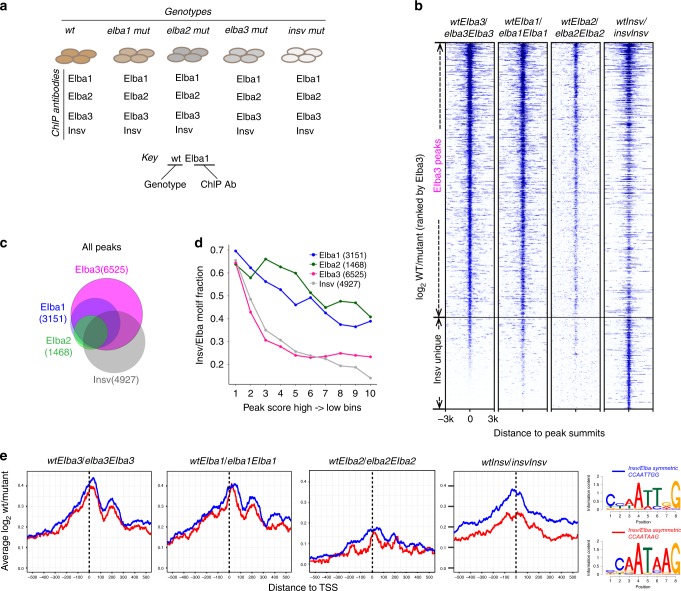
Comparison of the ELBA complex with Insv-binding sites and motifs. **a** Illustration of the ChIP-seq samples. The naming scheme: the gene names with all the letters in lower case denote genotypes, and the names with the first letter in upper case denote antibodies in ChIP. Two examples are shown. **b** For each factor, the peaks were called by using the ChIP-seq reads of wt against the ChIP reads of its cognate mutant. A heatmap of the ChIP-seq coverage ratio (log2 wt/mutant) centered at peak summits, ranked by the Elba3 signal, showing the peaks of Elba1, Elba2, and Elba3 largely overlap, while Insv has unique peaks. **c** A Venn diagram shows peak overlapping of the four factors. **d** The peak scores and the Elba/Insv motif enrichment are positively correlated. The peak scores were ranked and divided into ten bins (*x*-axis), and the fraction of motif-containing peaks was calculated for each bin. **e** The coverage ratio (log2 wt/mutant) centered at TSS is shown for the peaks that contain either the symmetric or asymmetric motif. The Elba factors show similar preference at both types of motifs, while Insv signal is higher at the symmetric motif. Logos of the Insv/ELBA motifs from de novo motif discovery are shown on the right.

We called 3151, 1468, 6525, and 4927 peaks for Elba1, Elba2, Elba3, and Insv, respectively, by using each set of wt ChIP peaks against each cognate mutant (Fig. 1a–c; Supplementary Table 1). When ranked according to peak scores of the Elba3 ChIP, signals of the three ELBA factors show extensive correlation. Most of the Insv peaks correlate with the ELBA peaks, but a small subset is distinct (Fig. 1b). The overlapping analysis in the Venn diagram demonstrates that Elba1 and Elba3 peaks cover nearly all of the Elba2 peaks, while about half of the Insv peaks are unique (Fig. 1c). To confirm the signal specificity, we performed ChIP-qPCR with another set of ELBA and Insv antibodies than the ones used in the ChIP-seq experiments in three exemplary loci (Supplementary Fig. 2a–c). *CG12811* represents four-factor binding, *mRpS24* is bound by the ELBA complex, and *kirre/Notch* is uniquely bound by Insv. In all of the cases, the enrichment of ELBA and Insv is consistent with the ChIP-seq analyses. Importantly, the control pre-immune serum pulled down little DNA, the four specific antibodies did not precipitate a negative region in the gene *CG34245*, and the enrichment is gone in the corresponding cognate mutants.

Our previous study showed that all three BEN-solo factors can bind the symmetric site CCAATTGG, while only the ELBA complex binds the asymmetric CCAATAAG in cell culture^23^. To examine site preference of these factors in the embryo, we performed de novo motif discovery from the ChIP-seq peaks. The known symmetric and asymmetric sites were enriched for all four factors (Fig. 1d, e). Motif occurrence frequency positively correlates with peak scores, with 60–70% motifs in the top 10% peaks for each factor (Fig. 1d). The coverage ratios (Log2 wt/mutant) of the peaks containing the two types of motifs do not differ between the motif types for the ELBA factors, whereas for Insv the value of the symmetric motif is higher (Fig. 1e). These analyses confirm that the ELBA factors target both types of sites, while Insv favors the symmetric ones.

### Elba3 targets genomic locations beyond the ELBA sites

Elba3 is the adaptor that bridges the DNA-binding partners Elba1 and Elba2 in ELBA. Surprisingly, many more ChIP-seq peaks are called for Elba3 than for Elba1 and Elba2 (6525 versus 3151 and 1468) (Fig. 1c). This raises the question whether such sites are bound by Elba3 but not by the ELBA complex, or pulled down by the Elba3 antibody but not by the Elba1 or Elba2 antibodies due to technical reasons, such as antibody affinity or epitope configuration. The efficiency of the Elba2 antibody is poor, which may partly account for its fewer ChIP-seq peaks. The Elba1 and the Elba3 antibodies are generally comparable (Supplementary Fig. 1a).

We decided to use two strategies to assess whether there are sites bound only by Elba3, but not by Elba1 and Elba2. First, we examined the properties of the Elba3 sites. We compared five subsets of regions identified from the ChIP-seq analyses on their ChIP-seq signal (wt/mutant ratio) (Supplementary Fig. 1d) and motif enrichment (Supplementary Fig. 1e). These subsets include: (i) the Elba3-unique sites, (ii) the sites bound by all four factors, (iii) the sites with the Elba factors without Insv co-binding, (iv) the sites with Elba3 and Insv without Elba1 and Elba2 binding, and (v) the Insv-unique sites. The four-factor overlapping sites show the highest average coverage and motif enrichment, followed by those co-bound by the Elba factors and those by Elba3 and Insv. The Insv-unique and the Elba3-unique sites have the lowest signal. To validate binding specificity of Elba3 on these low-affinity sites, we tested an exemplary locus (*Mesh1*) by ChIP-qPCR using a different Elba3 antibody than the one used in ChIP-seq (Supplementary Fig. 2d). Consistent with the ChIP-seq result, Elba3 is enriched in *Mesh1* in wt, *elba1*, *elba2*, and *insv* mutants, confirming that Elba3 binding to some of its target sites does not require Elba1 and Elba2.

Second, we tested whether the Elba3 protein exists outside ELBA, using a sequential depletion co-immunoprecipitation experiment. We applied a control IgG, an Elba1, and an Elba3 antibody in the first round of immunoprecipitation to deplete all the Elba1- or the Elba3-containing complexes, and then ran a second round of immunoprecipitation from the supernatant material using the Elba1 or the Elba3 antibodies again (Supplementary Fig. 2e). If all of the Elba3 molecules associate with all of the Elba1 proteins, the Elba3 antibodies should pull down all of the Elba1 proteins and vice versa. As expected, these antibodies depleted nearly all of the corresponding proteins in the first round, as little remained in the second round (Supplementary Fig. 2e, lanes 2 and 8). The Elba3 antibody depleted Elba1 as much as the Elba1 antibody did (compare lanes 2 and 4). However, there is more Elba3 protein left in the second round after the first round of depletion with the Elba1 antibody, compared with that with the Elba3 antibody (lanes 6 and 8). This result demonstrates that there are indeed extra Elba3 protein molecules in addition to the ones associated with ELBA.

### Elba3 is essential for ELBA to target chromatin

The three ELBA subunits rely on one another to bind the ELBA site in the *Fab-7* insulator in vitro^22^. To assess genetic interdependencies of binding among Insv and the ELBA factors, we generated ChIP-seq data for each factor from the non-cognate mutant background (Figs. 1a, 2a; Supplementary Table 1). Insv binding was not affected by any of the *ELBA* mutations, or vice versa (Fig. 2a; Supplementary Fig. 3a, b). Binding of Elba1 or Elba2 was nearly eliminated in the *elba3* mutant (with only 68 Elba2 peaks remaining), indicating that Elba3 is an essential component for the endogenous ELBA complex to bind the genome. This was unexpected, given that Elba1 and Elba2 under ectopic expression can form homodimers in cultured cells^23^. Most of the Elba1 sites are lost in the *elba2* mutant with 712 (∼20%) peaks left. Nearly all of the Elba2 sites are lost in the *elba1* mutant, with 48 (∼3%) remaining. As the expression of the ELBA factors is not reduced in the non-cognate mutant condition (Supplementary Fig. 1a, b), this result suggests that Elba1 and Elba2 targeting to the genome relies on the formation of the ELBA complex.

**Fig. 2:**
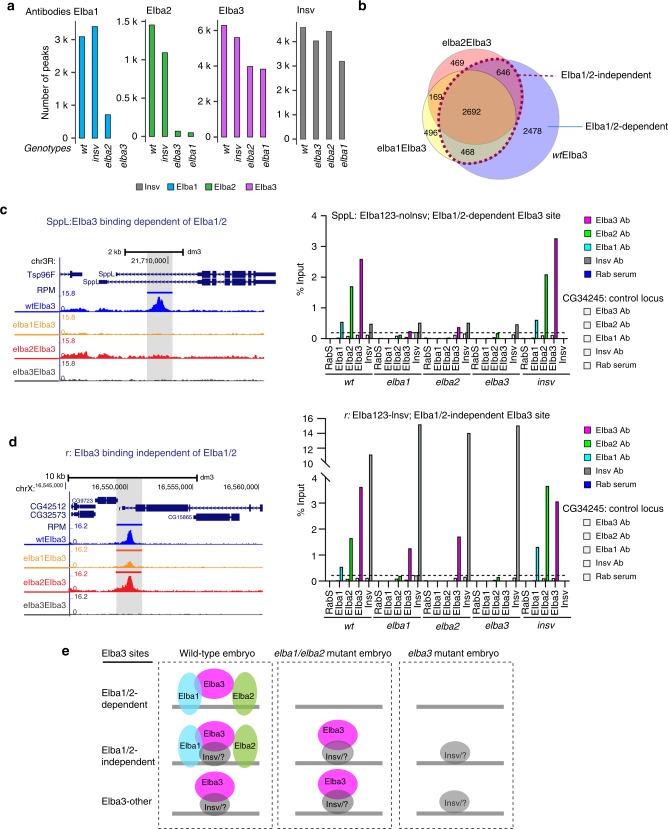
Elba3-binding sites are partially independent of the ELBA trimeric complex. **a** The ChIP-seq peaks of wt and the non-cognate mutants for each factor were called by using the corresponding ChIP-seq reads against the reads in its cognate mutant. The number of peaks is shown for each factor in each genotype. **b** Overlaps of Elba3 binding in the three genotypes, wt, *elba1*, and *elba2*, showing that ~50% wtElba3 sites remain in *elba1* and *elba2* and are denoted as Elba1/2-independent sites. The wtElba3 sites lost in elba1/2 are Elba1/2-dependent. **c** ChIP-seq tracks of an exemplary locus *SppL*, of Elba1/2-dependent sites, are shown on the left. On the right, ChIP-qPCR with a second set of ELBA and Insv antibodies confirms specific enrichment of ELBA in wt and *insv* mutant embryo, but not in any of the *elba* mutants. Average value from three technical replicates is plotted. A negative control locus CG34245 was examined in parallel. **d** An exemplary locus, *r*, of Elba1/2-independent Elba3 sites. ChIP-qPCR validation using a second set of antibodies against these four factors confirms the ChIP-seq result. **e** Illustration of three contexts where Elba3 locates to the genome: Elba1/2-dependent, Elba1/2-independent, and other Elba3-binding sites. Source data of the raw qPCR value is available in a Source Data file.

Notably, Elba3 maintains about half of its peaks in the *elba1* or the *elba2* mutant (assigned as Elba1/2-independent sites) (Fig. 2a, b). We confirmed this using ChIP-qPCR assays with a different set of antibodies in two loci, *Sppl* and *r*, that exemplify the Elba1/2-dependent and independent Elba3 sites, respectively (Fig. 2c, d). The enrichment of the ELBA factors in the *Sppl* locus is gone in all of the *ELBA* mutants, while Elba3 retains its binding to the *r* locus in *elba1*, *elba2*, and *insv* mutants. Notably, the enrichment of Elba3 appears lower in the *elba1* and the *elba2* mutants, suggesting that Elba1 and Elba2 are dispensable for but could stabilize Elba3 binding.

Since Elba3 has no DNA-binding domain, we asked whether Insv mediates Elba3 to the genome in the absence of Elba1 and Elba2. The overlapping fraction of Elba3 and Insv peaks is twofold higher in the Elba1/2-independent sites (50%) than that of the dependent ones (25%). However, half of the Elba1/Elba2-independent peaks do not overlap with Insv peaks (Supplementary Fig. 3d), suggesting that Insv may contribute to or enhance Elba3 binding to some, but not all Elba1/2-independent Elba3 loci.

We assessed other aspects of properties of these two groups of sites. The Elba1/2-dependent sites are more enriched in introns, exons, and distal regions and have a higher frequency of motif occurrence, whereas the Elba1/2-independent sites are mostly at promoter-TSS proximal regions and less enriched for the motifs (Supplementary Fig. 3c, d). The Elba1/2-independent sites have a higher Elba3 ChIP signal coverage (Supplementary Fig. 3e), indicating stronger binding of Elba3 to these sites. Thus, there are intrinsic differences between these two groups of Elba3 sites.

We conclude that Elba3 can bind the genome in three ways, through the ELBA complex, through protein–protein interaction with another DNA-binding factor but still within the ELBA complex, and through protein–protein interaction with another factor without the presence of Elba1and Elba2 (Fig. 2e).

There are 712 Elba1 peaks remaining in the *elba2* mutant (Fig. 2a; Supplementary Fig. 3f). Among these peaks, 496 of 712 (70%) do not overlap with the Elba1 peaks in wt but with the Elba3 peaks in the *elba2* mutant, raising a possibility that Elba1 has shifted or enhanced its binding to the new loci with Elba3. Compared with the Elba1 peaks in wt, the Elba1 peaks in the *elba2* mutant are less enriched for the Insv/Elba motifs, locate more often in promoter-proximal regions (Supplementary Fig. 3g) and have comparable ChIP-seq coverage (Supplementary Fig. 3i). We compared Insv and Elba1 overlapping fractions in wt with those in the *elba2* mutant, and found no significant difference between these two conditions. This result argues that Insv does not contribute to Elba1 binding to these new genomic loci (Supplementary Fig. 3h).

Thus, the ChIP-seq analyses revealed unexpected in vivo binding properties of the three ELBA factors, in which Elba3 is the essential component and has the ability of targeting genomic sites independent of Elba1 and Elba2.

### ChIP-Nexus differentiates DNA-binding symmetry

We reported that all the three BEN-solo proteins could bind to the symmetric site as homodimers when overexpressed in cultured cells, while the ELBA complex has higher affinity to the asymmetric site^22,23,25^. Our ChIP-seq analyses suggest that ELBA and Insv associate with both types of sites in the genome (Fig. 1e). Given that ELBA and Insv overlap extensively (Fig. 1) and relatively broad ChIP-seq peaks may limit the resolution of closely spaced factors, we performed ChIP-nexus^28^ to better discriminate binding preference of ELBA and Insv using the same sets of antibodies and the same stage of wt embryos.

One challenge in ChIP-nexus data analyses is the lack of a negative control, because ChIP-nexus from mutant or IgG immunoprecipitations could not produce sufficient material for deep sequencing. This is perhaps due to its inherently low background, as no negative control in ChIP-nexus analysis has been reported^28,29^. To overcome this problem, we manually spotted coverage intensity and set a stringent cutoff (FDR < 1E-10 for Elba1, Elba3, and Insv, and FDR < 1E-5 for Elba2) according to the signal to background ratio. After applying this cutoff, we defined ChIP-nexus peaks and compared motif occurrence frequencies between the ChIP-seq and ChIP-nexus data sets. ChIP-nexus increased the motif enrichment frequency for Elba3, but not for the other three factors (Supplementary Fig. 4a), while the overlapping fractions of the ChIP-seq and ChIP-nexus peaks show a slightly higher motif enrichment for all the factors (Supplementary Fig. 4b, c). We plotted motif coverage centered at the peak summits. Compared with the ChIP-seq data, the ChIP-nexus peaks have a more centered distribution for both types of consensus sequences (Fig. 3a). To assess whether ChIP-nexus can provide a higher resolution between closely spaced factors, we performed overlapping analyses by allowing maximum peak summit distance to be 10, 25, and 50 nucleotides (nts). When the distance is within 10 or 25 nts, the ChIP-nexus peaks already show more overlapping between the ELBA factors (Supplementary Fig. 4d), whereas the ChIP-seq peaks do not have such a trend. When the distance is 50 nts, the two methods start to show a similar pattern where the ELBA factors overlap extensively while a subset of Insv peaks are separated. Together, the result confirms that ChIP-nexus can achieve high resolution when high stringent peak calling cutoff is applied.

**Fig. 3:**
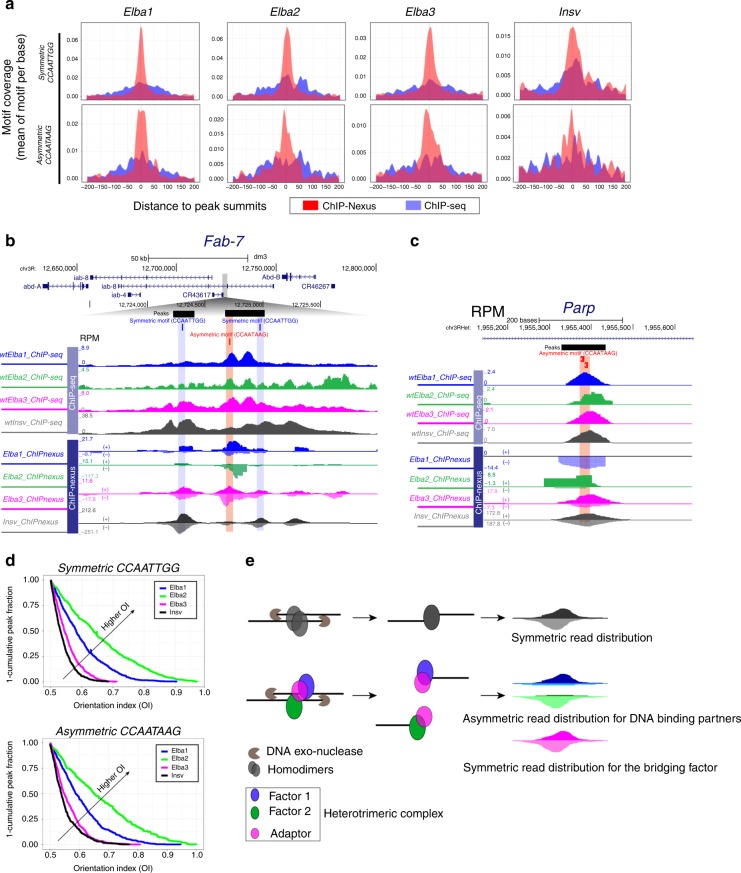
ChIP-nexus distinguishes homodimer from heterotrimeric binding. **a** Comparison of ChIP-seq and ChIP-nexus, showing centered motif distribution around the peak summits. The motif occurrence centered at the peak summits (*x*-axis) is plotted with mean motif coverage in “Motif Per Base” on the *y*-axis. **b** ChIP-seq and ChIP-nexus tracks of the *Fab-7* region show broader ChIP-seq peaks while sharp ChIP-nexus peaks. Note: ChIP-nexus also shows asymmetric read distribution of Elba1 and Elba2 and symmetric distribution of Elba3 and Insv. Elba1 and Elba2 respectively prefer the “ + ” and the “−” strand of the CCAATAAG motif. **c** Another exemplary locus, *Parp*, exhibits a similar bias of strand asymmetry. **d** The orientation indexes (OIs), ranging from 0.5–1, were calculated for the top 500 ChIP-nexus peaks containing the symmetric or asymmetric motifs (see the Methods section). Elba1 and Elba2 display a higher OI tendency than Elba3 and Insv, suggesting asymmetric binding. **e** Illustration of how ChIP-nexus can capture symmetric versus asymmetric binding patterns by homodimers versus a heterotrimeric complex.

The *Fab-7* insulator is one of the top-bound regions by Insv^23^ and was the first locus where ELBA was detected^22^. ELBA and Insv both contribute to the function of *Fab-7*^22,25^. This 1.2 kilobase fragment contains one Insv/ELBA asymmetric and two symmetric sites. While ELBA binds to all three sites in vitro^22,25^, Insv has much higher affinity to the symmetric sites^23,25^. The ChIP-seq peaks generally confirm the specificity of ELBA and Insv binding to their expected sites, despite broad peaks overlapping in the entire region (Fig. 3b). The ChIP-nexus peaks are sharp, with a high peak of Elba1 and Elba2 at the ELBA site. Notably, the Elba1 and Elba2 peaks display strand asymmetry: the Elba1 reads primarily cover the “+” strand while the Elba2 reads cover the “–” strand of the CCAATAAG sequence. In contrast, the Elba3 peaks are symmetric. Many other individual loci bound by Elba1 and Elba2 display a similar pattern, as exemplified by the *Parp1* locus: Elba1 and Elba2 show strand preference in DNA binding (Fig. 3c).

These observations prompted us to examine binding symmetry at a global level. We calculated the orientation index (OI) for the top 500 ChIP-nexus peaks that contain the Insv/ELBA motifs. The OI value is determined as the ratio of the number of reads from the dominant strand to the total number of reads from both strands. Elba3 and Insv peaks are symmetric at a global level as their OIs are mostly close to 0.5 (Fig. 3d). In contrast, the OIs of Elba1 and Elba2 peaks have a trend toward 1.0, indicating an asymmetric binding pattern. Thus, the ChIP-nexus assay helped to distinguish heterotrimeric binding from homodimer binding (illustrated in Fig. 3e). Despite having similar DNA-binding domains and expression patterns in the early embryo, Insv displays distinct binding preferences compared to ELBA.

### The ELBA factors repress target gene expression in the embryo

We previously reported that all three BEN-solo factors possess repressive function: Insv represses neural genes in the embryo, and Insv, Elba1, and Elba2 can all repress reporter expression in cultured cells^21,23^. As Elba3 can target chromatin independent of Elba1 and Elba2, we asked whether Elba3 can repress transcription independent of Elba1 and Elba2. To address this, we tethered Elba3 with the Tet repressor DNA-binding domain (TetR-Elba3) and examined its activity in *Drosophila* S2 cells on a luciferase reporter driven by an *actin* enhancer and the *tet* operator sites. Elba3 represses reporter expression with similar efficiency as the other three proteins (Fig. 4a). Since S2 cells lack Elba1, Elba2, and Insv, this result suggests that the repression activity of Elba3 does not rely on any of the BEN-solo factors.

**Fig. 4:**
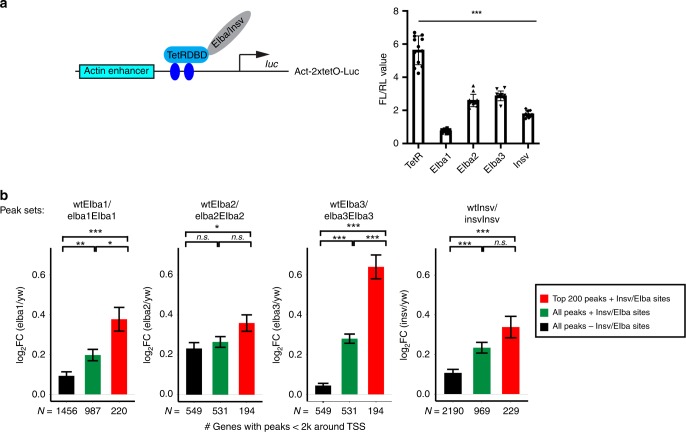
Elba and Insv repress target gene expression. **a** Luciferase reporter assays with the TetR-DNA-binding domain (DBD) fusion proteins. The Elba and Insv proteins were fused with the TetR-DBD and thus brought to the 2 × *Tet* operator sites in the luciferase reporter. The values of firefly/renilla luciferase ratio are plotted and represent the average from three biological replicates with each biological replicate having four technical replicates. So 12 values are included for each condition (*n* = 12), and error bars represent S.D. *p*-value is calculated using a Student’s *t* test, two-tailed, type 1. ***p < 0.001. Source data are available in a Source Data file. **b** The four bar plots show log_2_ fold change of RNA level of target genes in the mutant versus wt based on RNA-seq data. For each factor, the top 200 bound genes that contain the Elba/Insv motifs (red) were more upregulated than all the target genes with the Insv/Elba motifs (green) and the target genes without the Insv/Elba motifs (black). Pairwise statistical significance among the three sets were calculated by two-tailed *t* tests, and *p-*values were adjusted by the Bonferroni multiple testing correction method (*p < 0.05, **p < 0.01, ***p < 0.001, n.s. not significant).

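RNA was sequenced from embryos collected at 2 to 4 h after egg laying, from wt (the *yw* strain) and from the *elba1*, *elba2*, *elba3* and *insv* mutants, with 3 libraries per genotype. The *insv* mRNA was depleted in the *insv* mutant, with 68.4 ± 20.3 normalized counts (SD, n = 3) against 11190 ± 4340 (SD, n = 3) in wt. This is a log2 fold change of -7.36 (standard error 0.59, adjusted p = 3.71e-05 from edgeR's quasi-likelihood test). The mRNAs of the 3 *ELBA* genes did not pass the test in their own mutants. *Bsg25A*, which encodes Elba1, had a log2 fold change of 0.46 (standard error 1.51, adjusted p = 0.851) in the *elba1* mutant. *Elba2* had a log2 fold change of 0.34 (standard error 1.07, adjusted p = 0.883) in the *elba2* mutant, and *Elba3* one of 0.01 (standard error 1.54, adjusted p = 0.998) in the *elba3* mutant. The *elba* alleles are frame-shift mutations, which need not lower the mRNA, so the comparisons with wt do not check the labels of the *ELBA* mutants. In replicates 1, 2 and 3, *Elba3* had 8818, 222.7 and 8452 normalized counts in the *elba3* mutant. It had 20940, 2142 and 25400 in the *elba1* and 34760, 1428 and 30780 in the *elba2* mutant. This difference was not tested, and wt replicate 3 (5964) and *insv* replicate 2 (185.8) lay below the *elba3* library of their number. The paper's RT-qPCR reported wild-type mRNA of each factor depleted in its own mutant. In every genotype, replicate 2 had the lowest count of each of the 3 *ELBA* genes. In wt, *Bsg25A* had 452.1 normalized counts in replicate 2, 13730 in replicate 1 and 7308 in replicate 3.

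The libraries were made with a kit for total RNA and sequenced on a HiSeq2500. The authors trimmed adaptors with Trimmomatic, mapped the reads to dm3 with HISAT2 and deposited raw counts for 16612 FlyBase genes. The counting program and its strand setting are not given in the sources used here, so genes that overlap or lie antisense to each other cannot be told apart. Total counts per library ranged from 10778558 to 53818483 (median 20770473) in wt, from 20772033 to 49211602 (median 21764722) in the *elba1* mutant and from 17047744 to 25802854 (median 17092569) in the *elba2* mutant. They ranged from 39547150 to 80932463 (median 60665824) in the *elba3* mutant and from 35364538 to 61026512 (median 35416071) in the *insv* mutant. All 15 libraries were fitted together in edgeR with TMM normalization and genotype as the only term, over the 11677 genes that passed edgeR's expression filter. Normalized counts are counts scaled to a mean effective library of 36558659. Standard errors were derived as the log2 fold change divided by the square root of its F statistic. Counts of changed genes use the paper's thresholds of an adjusted p under 0.2 and a change over 1.5-fold, and statements on single genes use an adjusted p under 0.05. The labels call the 3 libraries of a genotype replicates, but nothing says that they came from separate collections. The p-values measure the spread between these libraries, which may be technical between replicates 1 and 3. In replicate 2 the median log2 difference of cellularization genes from replicates 1 and 3 was -2.61 to -3.82 over the genotypes. That argues against replicate 2 being a technical repeat of one RNA sample.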

To investigate how ELBA regulates gene expression in the embryo, we determined gene expression changes between 2–4 h wt and mutant embryos using RNA-seq analysis. We examined fold change for the target genes identified by ChIP-seq, using a gene set enrichment testing (see the Methods section) for the targets as a set (FDR < 1E-5 for Elba1/2/3 and FDR < 0.01 for Insv). 

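Genes bound by Elba2 in ChIP-nexus lay above other genes as a set in the *elba1*, *elba2* and *elba3* mutants (adjusted p = 6.17e-06, 4.61e-09 and 3.1e-09 from camera with a preset inter-gene correlation of 0.01). With an estimated correlation none of these calls held (adjusted p = 0.12, 0.0892 and 0.0892). Over 849 bound genes that could be tested, the mean log2 fold change was 0.28 ± 0.76 (SD across genes) in the *elba2* mutant, 0.33 ± 0.90 in the *elba1* mutant and 0.50 ± 0.94 in the *elba3* mutant, against -0.19, 0.03 and 0.09 for the other genes. These means move with the scaling. With upper-quartile scaling the *elba1* and *elba3* means were 0.14 and 0.29, with library size only the *elba2* and *elba1* means were 0.15 and 0.20, and with thinned counts the *elba1* mean was 0.21, all with the call kept. The mean lay above 0 in each of the 3 libraries of these mutants, from 0.16 in *elba2* replicate 2 to 0.54 in *elba3* replicate 1, relative to the wt mean. Of the bound genes, 73.6% had a log2 fold change above 0 in the *elba2* mutant, 69.3% in the *elba1* mutant and 75.8% in the *elba3* mutant. In the *insv* mutant the mean was 0.16 ± 0.69 and 55.6% lay above 0.

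The bound genes were taken from the Elba2 ChIP-nexus peaks of Supplementary Data 3, the only sheet complete in the copy used. The paper tested targets identified by ChIP-seq, which were not used here, so the 2 sets of genes can differ. Fig. 4b takes the bound genes of each factor, while Elba2-bound genes are used here in all 4 mutants. The *elba1*, *elba3* and *insv* values thus cover targets of another factor than the mutated one. The sheet lists 1147 peaks within 2000 bases of a transcription start site, 503 of them with an Insv/ELBA motif (358 with CCAATTGG and 169 with CCAATAAG). Of 911 gene names, 840 matched the count table directly, 49 matched through synonyms and 22 did not match. In the *elba2* mutant, the mean log2 fold change was 0.30 ± 0.67 for 180 genes of the top 200 motif peaks, 0.28 ± 0.70 for 410 genes with the motifs and 0.27 ± 0.81 for 439 genes without them. In the *elba1* mutant the 3 means were 0.41 ± 0.89, 0.37 ± 0.94 and 0.28 ± 0.85, and in the *elba3* mutant 0.62 ± 0.90, 0.56 ± 0.97 and 0.45 ± 0.90. In the *insv* mutant they were 0.20 ± 0.66, 0.20 ± 0.74 and 0.12 ± 0.63. With upper-quartile scaling the 3 means were 0.21, 0.18 and 0.095 in the *elba1* and 0.41, 0.35 and 0.24 in the *elba3* mutant, and with library size only 0.16, 0.15 and 0.14 in the *elba2* and 0.27, 0.24 and 0.16 in the *elba1* mutant.

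**Figure D1:**
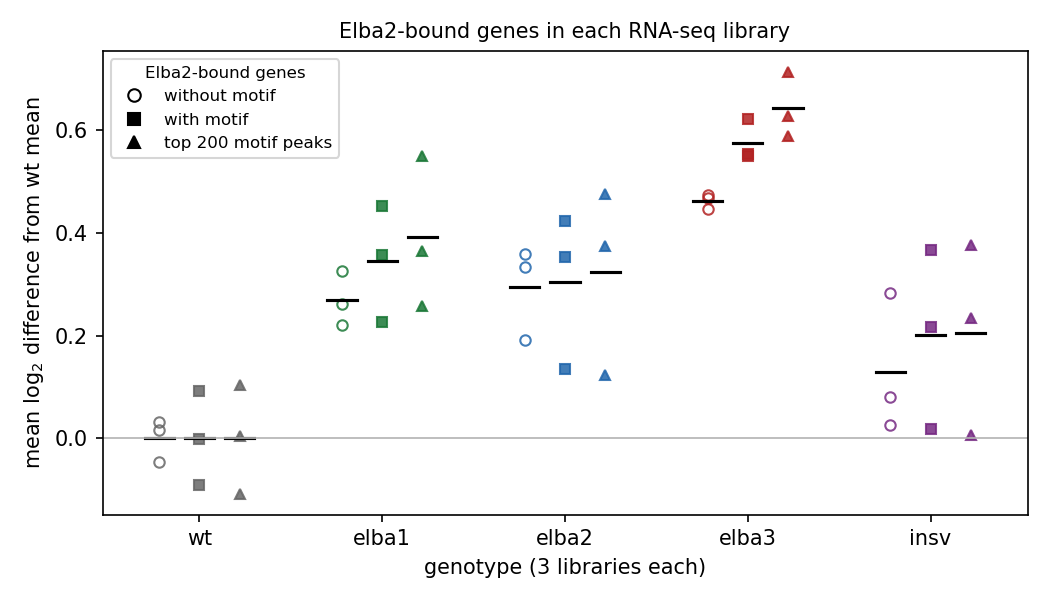
Mean log2 difference from the wt mean (vertical axis) over Elba2-bound genes, for each library of wt and the 4 mutants (horizontal axis). Open circles are genes without the motifs, squares genes with the motifs, triangles genes of the top 200 motif peaks and black bars the means of the 3 libraries. The *elba3* libraries lie highest, between 0.50 and 0.54 over all bound genes.

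Camera was run on voom values, with Benjamini-Hochberg adjustment over 16 tests. All bound genes did not pass in the *insv* mutant (adjusted p = 0.073). Genes with the motifs passed in the *insv* mutant (adjusted p = 0.0324), as did those of the top 200 motif peaks (adjusted p = 0.0406), although both means lay below the mean of the other genes (0.22), so that mean and test differ in sign. None of the 16 tests passed with an estimated correlation, these 2 included (adjusted p = 0.0892 to 0.515 over the 16). Within the bound genes, the difference between genes with and without the motifs did not pass in any mutant. It was 0.01 in the *elba2*, 0.09 in the *elba1*, 0.11 in the *elba3* and 0.09 in the *insv* mutant (adjusted p = 0.809, 0.686, 0.686 and 0.686). The top 200 motif peaks differed from the other motif genes by 0.03, 0.06, 0.11 and -0.0044 in the same order (adjusted p = 0.756, 0.686, 0.686 and 0.809). These values come from camera, which allows for correlation between genes. The paper compared its classes with t tests and a Bonferroni adjustment, which were not run here, so these results do not repeat its test. The *elba1* mean of all bound genes fell to 0.15 without *elba1* replicate 2, 0.20 without *elba1* replicate 3 and 0.21 without wt replicate 1, and the *elba3* mean to 0.31 without *elba3* replicate 2, all with the call kept. The 3 subsets of *elba1* also moved over 1.5 times in these runs, down to 0.090 for genes without the motifs without *elba1* replicate 2, as did genes without the motifs in *elba3* (0.24). The 2 *insv* calls, for genes with the motifs and for the top 200 motif peaks, ended without wt replicate 1 (adjusted p = 0.0637 and 0.124), wt replicate 2 (0.0892 and 0.0892), *insv* replicate 1 (0.452 and 0.461) or *insv* replicate 3 (0.086 and 0.0759).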

While the target genes all display a trend of de-repression, the top-bound genes with the Insv/ELBA motifs show the highest fold change, and the genes with the motifs have higher fold change than those without the motifs (Fig. 4b). This result demonstrates that Insv and ELBA repress their direct targets in the embryo.

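Among the Elba2-bound genes with the motifs, *orb*, which encodes an RNA-binding protein of the germline, had 1953 ± 953 normalized counts (SD, n = 3) in the *elba3* mutant and 975.8 ± 359 in the *elba1* mutant, against 133.5 ± 19.8 in wt. The log2 fold changes were 3.87 (standard error 0.39, adjusted p = 0.000236 from edgeR) and 2.87 (standard error 0.37, adjusted p = 0.00162). *CG10932* rose in the *elba3* mutant by a log2 fold change of 5.23 (standard error 0.88, adjusted p = 0.00352) and *CG9917* by 4.07 (standard error 0.65, adjusted p = 0.00246). *Dlic*, which encodes a light intermediate chain of dynein, rose by 2.21 in the *elba3* mutant (standard error 0.40, adjusted p = 0.00505) and had a log2 fold change of 1.14 in the *elba2* mutant that did not pass the test (adjusted p = 0.162). At the paper's wider thresholds *orb*, *CG10932*, *CG9917* and *Dlic* were upregulated in all 3 *ELBA* mutants. At the paper's thresholds, 328 bound genes were upregulated and 41 downregulated in the *elba3* mutant, 248 and 55 in the *elba1* mutant, 83 and 10 in the *elba2* mutant, and 28 and 8 in the *insv* mutant. Tested between mutants, the bound genes were higher as a set in the *elba3* mutant than in the *elba1* mutant (mean difference from other genes 0.12, adjusted p = 2.66e-05 from camera, adjusted over 18 tests). With an estimated correlation the unadjusted p was 0.0665. Between the *elba3* and *elba2* mutants they also passed (adjusted p = 0.00297, unadjusted p = 0.197 with an estimated correlation), with a mean difference of -0.05, so that mean and test differ in sign. The *elba2* and *elba1* mutants did not pass (0.17, adjusted p = 0.836). From the rise of the bound genes as sets, and from its order by binding and motif, the paper concludes that Insv and ELBA repress their direct targets in the embryo.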

We further performed overlapping analysis on the genes that changed expression in the mutants (FDR < 0.2 and FC > 1.5-fold) (Supplementary Fig. 5a, b). 

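Several maternally loaded mRNAs rose in the *ELBA* mutants, with 9, 4 and 13 of 20 listed members higher in the *elba1*, *elba2* and *elba3* mutants at an adjusted p under 0.05 from edgeR. *osk*, the determinant of the germ plasm, had 118.9 ± 8.21 normalized counts (SD, n = 3) in wt, 3152 ± 1480 in the *elba1* mutant, 1537 ± 584 in the *elba2* mutant and 6537 ± 3490 in the *elba3* mutant. The log2 fold changes were 4.73, 3.69 and 5.78 (standard errors 0.68, 0.65 and 0.72, adjusted p = 0.00238, 0.00906 and 0.000626 from edgeR). *exu*, needed to localize maternal mRNA in the oocyte, rose by 3.03, 2.26 and 4.22 (standard errors 0.36, 0.35 and 0.38, adjusted p = 0.00104, 0.00498 and 0.000218), and *vas*, a germline RNA helicase, by 2.27, 2.21 and 3.09 (adjusted p = 0.00232, 0.00345 and 0.000297). In the *insv* mutant, *osk* and *exu* had 192.2 ± 170 and 126.6 ± 15.5 normalized counts and did not pass the test (adjusted p = 0.764 and 0.849).

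**Figure D2:**
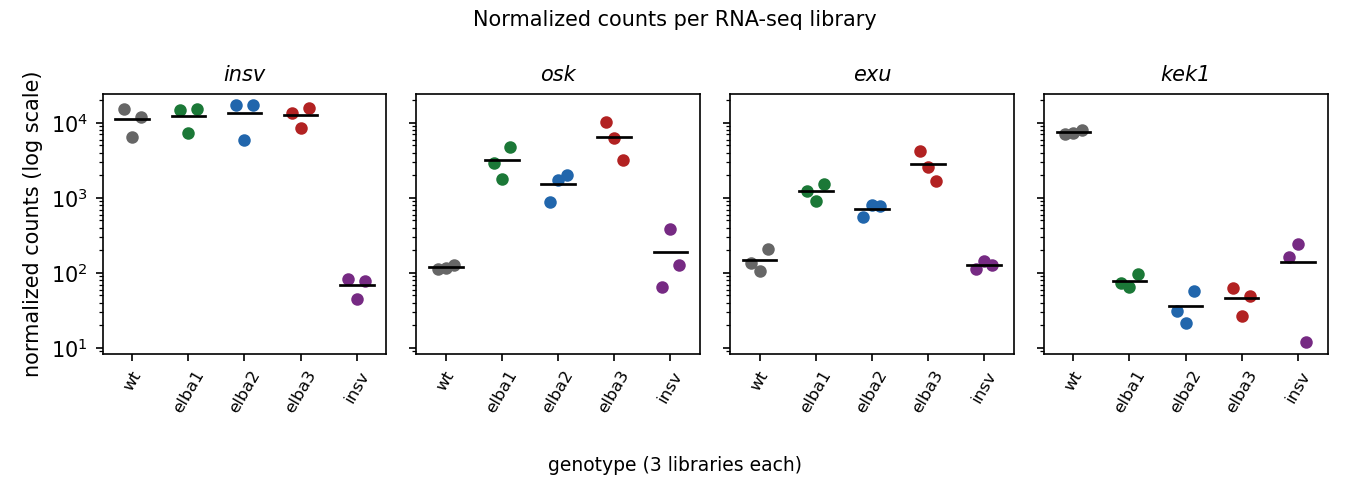
Normalized counts (vertical axis, log scale) of *insv*, *osk*, *exu* and *kek1* in each library of wt and the 4 mutants (horizontal axis), with bars at the mean of 3 libraries. For *osk*, every library of the *ELBA* mutants lies above every wt library, with 884.1 or more counts against 127.8 or fewer.

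Of the 20 maternal mRNAs, 15 were higher in the *elba1* mutant, 8 in the *elba2* mutant and 18 in the *elba3* mutant when adjusted over the list alone, and none was lower over all genes tested. The median log2 fold change was 1.82 in the *elba1*, 1.03 in the *elba2* and 1.93 in the *elba3* mutant (adjusted p = 1.75e-08, 1.54e-07 and 1.73e-09 from camera, adjusted over 80 tests). None of the 3 passed with an estimated correlation (adjusted p = 0.75 for each). Without *elba2* replicate 3 the *elba2* median was 0.68, with the call kept. In the *insv* mutant the median was -0.27 and did not pass (adjusted p = 0.115), although it passed without wt replicate 2 (-0.50, adjusted p = 0.0217), with upper-quartile scaling (-0.21, adjusted p = 0.0488), with library size only (-0.18, adjusted p = 0.0308) and without the 5 libraries numbered 2, chosen after seeing the data (-0.44, adjusted p = 0.0344). An age score per library, the mean log2 level of the Hox genes minus that of the cellularization genes, differed from wt by -1.84, -1.13 and -1.35 in the *elba1*, *elba2* and *elba3* mutants and by 0.35 in the *insv* mutant (exact permutation test, two-sided, p = 0.4, 0.5, 0.5 and 0.7, where 0.1 is the smallest possible). Between libraries of the same number, the score lay below wt in 3 of 3 pairs in the *elba1* (-0.97, -1.39 and -3.16), *elba2* (-0.86, -0.71 and -1.82) and *elba3* (-1.94, -0.78 and -1.33) mutants, each with p = 0.25 from an exact sign-flip test, two-sided, the smallest that 3 pairs allow. With this score as a covariate, chosen after seeing the data, the maternal medians were 1.46, 0.95 and 1.77 in the 3 *ELBA* mutants (adjusted p = 1.42e-07, 6.47e-06 and 1.54e-08).

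Among the genes with the largest changes, *dhd*, a germline thioredoxin gene, rose by a log2 fold change of 5.09 in the *elba1* mutant and 6.72 in the *elba3* mutant (adjusted p = 0.00241 and 0.000499). The cytochrome P450 gene *Cyp6a19* rose by 6.78, 5.60 and 8.07 in the *elba1*, *elba2* and *elba3* mutants (adjusted p = 0.000779, 0.0018 and 0.000236). The *elba2* mutant also had higher *Mdh2* (4.37, adjusted p = 0.00505), *Dscam4* (5.22, adjusted p = 0.00505) and *CG13032* (4.74, adjusted p = 0.000136). At the paper's thresholds *dhd*, *Mdh2*, *Dscam4* and *CG13032* were upregulated in all 3 *ELBA* mutants. *BicC*, an RNA-binding protein gene, rose by 5.45 in the *elba1* and 6.84 in the *elba3* mutant (adjusted p = 0.00181 and 0.000368), but its counts are nearly those of *CG45084*, which may share its reads, so both values are uncertain. *BicC* was also upregulated in the *elba2* mutant at the paper's thresholds. *CG32305* had a log2 fold change of -8.01 in the *insv* mutant (adjusted p = 0.000792), and of -7.05, -7.42 and -7.20 in the *elba1*, *elba2* and *elba3* mutants (adjusted p = 0.00164, 0.0017 and 0.000695). In the *insv* mutant, *CG13689* fell from 905.8 ± 147 to 4.35 ± 2.17 normalized counts (log2 fold change -7.64, standard error 0.47, adjusted p = 5.37e-06). *Ir64a*, a receptor gene, had 0 counts in the 3 *insv* libraries, at least 443-fold lower than wt against a floor of 3 counts over the group, and was also downregulated in the 3 *ELBA* mutants at the paper's thresholds, with -7.77 in the *elba3* mutant (adjusted p = 0.00407). *CG13689* was not (adjusted p = 0.855, 0.794 and 0.915). Since *CG32305* and *Ir64a* were lower in all 4 mutants, a difference between the wt strain or libraries and all mutant lines stays open for them.

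At the paper's thresholds, 1856 genes were upregulated and 1364 downregulated in the *elba1* mutant, 584 and 419 in the *elba2* mutant, 2056 and 1288 in the *elba3* mutant, and 264 and 196 in the *insv* mutant. The upregulated share was 61.5% of the *elba3* and 57.6% of the *elba1* calls, and 48.6% and 49.8% with upper-quartile scaling. Downregulated genes were the more numerous without *elba1* replicate 2 (2370 upregulated and 3304 downregulated), without *elba2* replicate 2 (887 and 1112) and without *elba3* replicate 2 (1855 and 2093). So they were in *elba1* with thinned counts (1302 and 1427), and in *elba1* and *elba2* without the libraries numbered 2 (2436 and 2822, 1347 and 1459). In *insv* the numbers were 110 and 116 with at least 10 counts in every library and 85 and 85 without wt replicate 1. The *elba1* total of 3220 was 1663 with only the 6 libraries compared, 969, 5674 and 678 without *elba1* replicate 1, 2 or 3 and 1172, 1490 and 1805 without wt replicate 1, 2 or 3. With the replicate number as a block, which pairs the *elba2* and wt libraries, the *elba2* total of 1003 was 2590. It was 1879 with DESeq2, 632 with library size only and 592 with at least 10 counts in every library. It was 476, 1999 and 337 without *elba2* replicate 1, 2 or 3 and 326, 457 and 444 without wt replicate 1, 2 or 3. The *elba3* total of 3344 was 1395 without *elba3* replicate 1 and 1956 without wt replicate 1. Without the libraries numbered 2 the *elba1*, *elba2* and *insv* totals were 5258, 2806 and 1649, and with the age score as a covariate the last 2 were 1766 and 1114. The *insv* total of 460 was 740 with DESeq2, 226 with at least 10 counts in every library, 253 and 277 without *insv* replicate 1 or 2 and 170, 1565 and 211 without wt replicate 1, 2 or 3.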

There are few downregulated genes shared by the three *ELBA* mutants. However, the overlapping pattern of the upregulated genes resembles their ChIP-seq peak overlapping pattern (Fig. 1b): the upregulated targets in the *elba2* mutant are shared in the *elba1* mutant, which are further shared in the *elba3* mutant. This suggests that Elba3 binds to and regulates more genes than Elba1 and Elba2. 

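Genes that were nearly silent in all 3 *ELBA* mutants included *kek1*, which encodes a transmembrane protein that binds the EGF receptor. It had 7475 ± 559 normalized counts (SD, n = 3) in wt, 77.4 ± 16.0 in the *elba1* mutant, 36.7 ± 18.1 in the *elba2* mutant and 45.7 ± 17.8 in the *elba3* mutant. The log2 fold changes were -6.58, -7.64 and -7.35 (standard errors 0.82, 0.87 and 0.85, adjusted p = 0.00141, 0.000745 and 0.000425 from edgeR). The cytochrome P450 gene *Cyp4p2* fell from 1992 ± 228 normalized counts to 14.8 ± 7.78, 15.1 ± 18.5 and 14.2 ± 8.39 (adjusted p = 0.000838, 0.000988 and 0.000409). *CG13794* had log2 fold changes of -7.64, -8.22 and -7.05 (adjusted p = 0.000609, 0.00059 and 0.000344), and the serpin gene *Spn47C* had -5.60, -7.56 and -6.79 (adjusted p = 0.00595, 0.00439 and 0.00167). At the paper's thresholds *kek1*, *Cyp4p2* and *CG13794* were also downregulated in the *insv* mutant, and *Spn47C* was not (adjusted p = 0.561). For the genes lower in all 4 mutants, a difference between the wt strain or libraries and all mutant lines stays open as a cause.

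Genes of the nervous system and of the Notch response were lower as groups. Of 13 proneural and neuroblast genes, 1 was lower in the *elba1* mutant (4 when adjusted over the list alone), none in the *elba2* mutant (0 when adjusted over the list alone) and 3 in the *elba3* mutant (7 when adjusted over the list alone). Their median log2 fold changes were -1.25, -0.74 and -1.18 (adjusted p = 4.61e-06, 0.000205 and 2.63e-06 from camera, and 0.75 for each with an estimated correlation). Of 15 genes of the Enhancer of split and Bearded complexes, none was lower in the *elba1* mutant (13 when adjusted over the list alone), none in the *elba2* mutant (0 when adjusted over the list alone) and 2 in the *elba3* mutant (12 when adjusted over the list alone). Their medians were -1.39, -1.06 and -1.60 (adjusted p = 2.63e-06, 0.000366 and 2.63e-06, and 0.75, 0.938 and 0.75 with an estimated correlation). The 10 segment polarity genes had medians of -1.10, -0.61 and -1.09 (adjusted p = 0.000205, 0.00834 and 0.000366, and 0.783, 0.991 and 0.823 with an estimated correlation), with 1 gene lower in the *elba3* mutant and none in the other two. Adjusted over the list alone, 1, 0 and 1 of them were lower. Without *elba1* replicate 2, the *elba1* medians of the neural, Enhancer of split and segment polarity groups were -1.92, -2.20 and -1.95, and without *elba1* replicate 3 the last was -0.73. The *elba2* median of the segment polarity genes was -1.34 without *elba2* replicate 2, and its call ended without *elba2* replicate 3 (median -0.32, adjusted p = 0.074). Their *elba3* median was -1.83 without *elba3* replicate 2. The age score described for the maternal mRNAs lay below wt in 3 of 3 same-numbered pairs in each of these mutants.

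At the paper's thresholds, 298 genes were downregulated in all 3 *ELBA* mutants, out of the 419 downregulated in the *elba2* mutant. Independent lists of these sizes would share 5.4 genes. Unchanged groups simulated against the same wt libraries shared 92 genes on average when as many genes were taken from each, and at most 108 in 20 simulations, which leave out what libraries of one number may share. The 3 wt libraries are too few to be split, so part of the excess may come from the shared controls. The shared count was 820 with the replicate number as a block, which pairs the *elba1* and *elba2* but not the *elba3* libraries with wt, 503 with DESeq2, 175 with library size only, 176 with no filter on low counts, 158 with at least 10 counts in every library and 69 at an adjusted p under 0.05. Without the 5 libraries numbered 2, chosen after seeing the data, it was 1014. It was 150, 551 and 129 without *elba1* replicate 1, 2 or 3, and 119, 614 and 68 without *elba2* replicate 1, 2 or 3. It was 191 and 178 without *elba3* replicate 1 or 3, and 106, 128 and 123 without wt replicate 1, 2 or 3.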

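Of the 584 genes upregulated in the *elba2* mutant, 494 (84.6%) were also upregulated in the *elba1* mutant and 498 (85.3%) in the *elba3* mutant. Of the 1856 genes upregulated in the *elba1* mutant, 1539 (82.9%) were also upregulated in the *elba3* mutant. The 454 genes shared by all 3 mutants included the serine protease gene *Sp212*, with log2 fold changes of 6.62, 6.44 and 5.68 in the *elba1*, *elba2* and *elba3* mutants (adjusted p = 0.00373, 0.0051 and 0.005 from edgeR). *CG16957* rose by 5.11 in the *elba1* and 5.13 in the *elba2* mutant (adjusted p = 0.00162 and 0.00172). *mthl8*, of the methuselah-like receptor family, rose by 7.87 in the *elba2* mutant and 8.39 in the *elba3* mutant (adjusted p = 0.000559 and 0.000236), and by 4.82 in the *elba1* mutant, where its call ended without wt replicate 1 (adjusted p = 0.0518) or with only the 6 libraries compared (adjusted p = 0.0894). *CG16957* and *mthl8* were also upregulated in the *insv* mutant at the paper's thresholds, so a difference between the wt strain or libraries and all mutant lines stays open for them. Hsp26, a small heat shock protein stored in the egg, had *Hsp26* mRNA up by 3.31 in the *elba1* and 4.66 in the *elba3* mutant (adjusted p = 0.00669 and 0.00103). Upregulated in no other mutant were 447 genes of the *elba3*, 271 of the *elba1* and 43 of the *elba2* mutant.

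Tested directly against each other, the *elba3* and *elba1* mutants differed in 38 genes and the *elba3* and *elba2* mutants in 143 genes. Of the 143, 102 were higher and 41 lower in *elba3*, but these numbers were 34 and 40 with upper-quartile scaling, 23 and 19 with library size only, 2 and 3 or 4 and 18 without *elba2* replicate 1 or 3, and 3 and 7 or 12 and 13 without *elba3* replicate 1 or 2. The *elba2* and *elba1* mutants differed in 6 genes at the paper's thresholds, with 480 at an unadjusted p under 0.05 and 89 by DESeq2. The *elba3* and *elba1* count was 6, 15 and 21 without *elba1* replicate 1, 2 or 3 and 11, 9 and 7 without *elba3* replicate 1, 2 or 3. The *elba3* and *elba2* count was 5, 25 and 22 without *elba2* replicate 1, 2 or 3 and 10 and 25 without *elba3* replicate 1 or 2, and the *elba2* and *elba1* count 2, 10 and 3 without *elba1* replicate 1, 2 or 3.

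Independent lists of the same sizes would share 92.8 genes between *elba2* and *elba1*, 102.8 between *elba2* and *elba3*, 326.8 between *elba1* and *elba3* and 16.3 among all 3. Unchanged groups simulated against the same wt libraries, with as many genes taken from each, shared 355, 372, 888 and 260 genes on average over 20 simulations, and at most 381, 393, 912 and 275. The simulated libraries were independent of each other, without any structure by replicate number. The wt libraries cannot be split, so part of the excess may come from the shared controls. Across genes, which are not independent replicates, the log2 fold changes of the *elba1* and *elba3* mutants had a correlation of 0.91 (0.52 simulated) and a covariance of 1.48 (0.24 simulated, a difference of 1.24). The correlation was 0.66 (0.50 simulated) for *elba1* and *elba2*, with a covariance of 1.08 (0.24 simulated, a difference of 0.84), and 0.65 (0.50 simulated) for *elba2* and *elba3*, with a covariance of 1.12 (0.24 simulated, a difference of 0.88). The count shared by all 3 was 1072 with the replicate number as a block, 723 with DESeq2, 302 with voom, 142 at an adjusted p under 0.05, and, in settings chosen after seeing the data, 1053 without the libraries numbered 2 and 705 with the age score as a covariate. It was 288 without *elba1* replicate 1, and 280, 682 and 190 without *elba2* replicate 1, 2 or 3. It was 158, 226 and 243 without wt replicate 1, 2 or 3. The count shared by *elba1* and *elba2* was 1146 with the block, 803 with DESeq2, 326 with voom, 329 with at least 10 counts in every library, 304 without *elba1* replicate 1, 303 and 213 without *elba2* replicate 1 or 3, and 166, 238 and 257 without wt replicate 1, 2 or 3. The count shared by *elba1* and *elba3* was 964 with only the 6 libraries compared, 641 and 444 without *elba1* replicate 1 or 3, 730 without *elba3* replicate 1, and 590, 756 and 958 without wt replicate 1, 2 or 3. The count shared by *elba2* and *elba3* was 1163 with the block, 784 with DESeq2, 331 with at least 10 counts in every library, 301 and 214 without *elba2* replicate 1 or 3, and 174, 253 and 257 without wt replicate 1, 2 or 3.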

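The heat shock cognate gene *Hsc70-2* had 640.2 ± 38.1 normalized counts (SD, n = 3) in the *insv* mutant, 286.2 ± 41.9 in the *elba2* mutant and 800.3 ± 372 in the *elba3* mutant, against 12.7 ± 11.6 in wt and 5.00 ± 3.26 in the *elba1* mutant. In the *elba1* mutant it did not pass (log2 fold change -1.01, adjusted p = 0.325 from edgeR). The other log2 fold changes were 5.84, 4.68 and 6.16 (standard errors 0.67, 0.65 and 0.68, adjusted p = 0.000653, 0.00253 and 0.000347 from edgeR). *mthl8* rose in the *insv* mutant by a log2 fold change of 8.99 (standard error 0.83, adjusted p = 0.000154), and *CG31157* by 6.14 in the *insv* and 6.72 in the *elba3* mutant (adjusted p = 0.00142 and 0.000508). The noncoding RNA gene *CR45226* had 0 counts in the 3 wt libraries, and was at least 292-fold higher in the *insv* mutant and at least 102-fold higher in the *elba2* mutant against a floor of 3 counts over the group, for counting error only. Downregulated genes were shared as well. The gustatory receptor gene *Gr8a* fell by log2 fold changes of -5.68, -5.93 and -6.07 in the *insv*, *elba2* and *elba3* mutants (adjusted p = 0.000467, 0.000702 and 0.000287). *CG32301* fell by -6.00 in the *insv* and -5.71 in the *elba1* mutant (adjusted p = 0.00217 and 0.00238). *kek1* had 138 ± 116 normalized counts in the *insv* mutant (log2 fold change -5.75, adjusted p = 0.00207), a call that ended when only the 6 libraries compared were fitted (adjusted p = 0.0702).

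Of the 264 genes upregulated in the *insv* mutant, 136 (51.5%) were also upregulated in the *elba1*, 103 (39.0%) in the *elba2* and 156 (59.1%) in the *elba3* mutant, and 92 in none of them. Independent lists would share 42.0, 13.2 and 46.5 genes. Unchanged groups simulated against the same wt libraries, with as many genes taken from each, shared 185, 118 and 194 on average over 20 simulations with no structure by replicate number. The 3 observed overlaps were smaller than these means. At the paper's thresholds, however, the simulated groups called only 0.05 to 0.25 genes per comparison on average, so their lists were filled with genes not called. This comparison thus does not place the observed overlaps below those of unchanged groups. At an unadjusted p under 0.05 and over 1.5-fold, the observed overlaps were 243, 203 and 286 and the simulated ones 69.8, 69.4 and 72.7. Of the 196 downregulated genes, 99, 77 and 98 were shared with the *elba1*, *elba2* and *elba3* mutants. Independent lists would share 22.9, 7.0 and 21.6 of these and the simulated groups shared 94.4, 45.9 and 91.6 (at most 105, 63 and 106). At an unadjusted p under 0.05 and over 1.5-fold, these were 158, 134 and 159 observed and 36.8, 34.7 and 37.6 simulated. The simulated lists at this threshold held 477, 471, 485 and 466 genes on average in *elba1*, *elba2*, *elba3* and *insv*. The real lists held 3227, 2104, 3384 and 1178 genes at an unadjusted p under 0.05 with no fold minimum. Longer lists alone raise the overlaps at this threshold, upregulated and downregulated, so they do not show an excess. The wt libraries cannot be split, so part of any overlap may come from the shared controls. Across genes, the fold changes of the *insv* mutant had a correlation of 0.41 with *elba1* (0.52 simulated; covariance 0.59, simulated 0.24, difference 0.35), of 0.08 with *elba2* (0.50 simulated; covariance 0.12, simulated 0.24, difference -0.12) and of 0.46 with *elba3* (0.52 simulated; covariance 0.69, simulated 0.24, difference 0.44).

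The upregulated overlaps with *elba1*, *elba2* and *elba3* were 220, 173 and 253 with DESeq2 and 55, 41 and 64 with at least 10 counts in every library, where the downregulated ones were 49, 33 and 53. In settings chosen after seeing the data, they were 342, 255 and 481 upregulated and 190, 162 and 189 downregulated without the libraries numbered 2, and 258, 233 and 323 and 198, 158 and 217 with the age score as a covariate. With only the 6 libraries compared, the upregulated overlap with *elba1* was 83. The upregulated overlaps were 39, 37 and 47 without wt replicate 1, and 62, 56 and 70 without wt replicate 3. They were 76, 66 and 91 without *insv* replicate 1 and 80, 66 and 91 without *insv* replicate 2. Without wt replicate 2, those with *elba1* and *elba3* were 241 and 389. The downregulated overlaps were 53, 39 and 53 without wt replicate 1, 62, 46 and 61 without wt replicate 3, and 52, 46 and 55 without *insv* replicate 1. The downregulated overlap with *elba2* was 42 without *elba2* replicate 3, and that with *elba3* was 155 without wt replicate 2.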

The upregulated genes in the *insv* mutant partially overlap with those in the *elba* mutants, suggesting that Insv and ELBA regulate a subset of common targets.

We next asked how each category of target genes, including those bound by the four factors, the ELBA complex, Elba3, and Insv, Elba3 alone, or Insv alone (Supplementary Fig. 1d, e), respond to the four mutant conditions. The genes co-bound by the four factors became significantly upregulated in all the mutants (Supplementary Fig. 5c), with the highest de-repression in the *elba3* mutant. The genes bound by the ELBA complex but not Insv displayed mild upregulation in the *elba2* mutant, while the genes in the other categories do not change significantly. As the ChIP-seq peaks bound by all four factors have the highest ChIP-seq coverage, expression of the genes associated with these peaks may be most sensitive to loss of ELBA or Insv.

### ELBA is required for *Drosophila* embryonic patterning

Next, we sought to identify co-factors that work with ELBA and Insv. The highly enriched motifs in the ELBA or Insv ChIP peaks also include the binding sites for three known insulator proteins, CP190, BEAF-32, and GAF (Fig. 5a). These motifs are found in all five categories of binding regions (Supplementary Fig. 1d, Supplementary Fig. 6a). We performed pairwise comparison for the Insv and the ELBA ChIP-seq peaks with the ChIP–Chip peaks of CP190, BEAF-32, CTCF, GAF, Mod(Mdg4), and Su(Hw) (modEncode data sets). Consistent with our previous analysis^23^, Insv shares many binding regions with CP190, BEAF-32, CTCF, and Mod(Mdg4), and fewer with GAF and Su(Hw). The ELBA factors display similar co-occupancy patterns (Fig. 5b), suggesting that they mainly associate with class I insulators.

**Fig. 5:**
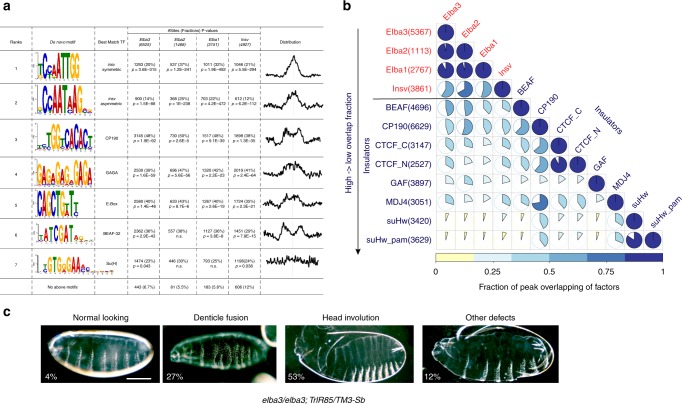
Interaction of ELBA and Insv with other insulator proteins. **a** The de novo motif discovery analysis from the Elba and Insv peaks identified the Insv/ELBA symmetric and asymmetric motifs, motifs for CP190, GAF, and BEAF-32, E-box and the Su(H)-binding site. **b** The pairwise peak overlapping matrix summarizes the genomic co-occupancy of the ELBA factors, Insv and six known insulator proteins (see Methods). Among these insulator proteins, CP190 exhibits the highest overlap with ELBA and Insv, followed by BEAF-32 and CTCF. ELBA and Insv have the least overlapping with GAF, Mod(Mdg4), and Su(Hw). **c** Representative images of cuticle preps from the mutants for the *ELBA* factors and *Trl (GAF)* or *CP190*. The percentages are shown for animals with the *elba3* homozygous with the *Trl*^*R85*^ heterozygous mutations. Scale bar: 100 µm. Source data of phenotypic quantification is available in a Source Data file.

Knockdown of ELBA in the early embryo was shown to influence boundary activity of the HS1 element in the *Fab-7* insulator^22^. Loss of ELBA or Insv also influences gene expression (Fig. 4). However, the *ELBA* and *insv* mutants are viable and do not display obvious morphologic defects. We reasoned that this could be due to redundancy with other insulator factors as they co-occupy similar genomic locations. To test this hypothesis, we examined genetic interactions between *ELBA* or *insv* and *GAF* or *CP190*. We crossed a null allele of *GAF*, *Trl*^*R85*^ ^30^, a hypomorphic allele of *GAF*, *Trl*^*13C*^ ^31^, and a null allele of *CP190*, *CP190*^P11^ ^32^, into the background of *elba1*, *elba2*, *elba3*, or *insv* homozygous mutant backgrounds, and scored for synthetic adult lethality (Supplementary Table 2) and defects in embryonic patterning (Fig. 5c, Table 1). It was shown that *insv* genetically interacts with *GAF* in the function of *Fab-7*^25^, and that the Insv protein physically interacts with CP190^23,33^. However, we did not observe interactions between *insv* and *GAF* or *CP190* with respect to viability or embryonic patterning. It is conceivable that Insv and these factors work together in other developmental contexts. In contrast, animals homozygous for *elba3* or *elba2* in combination with heterozygous *Trl*^*R85*^ do not survive to adulthood. Importantly, the lethality of *elba2* and *Trl*^*R85*^ double-mutant is fully rescued by a pBAC transgene expressing the endogenous level of *elba2* (Supplementary Table 2). In the combinations with heterozygous *CP190*^*P11*^, homozygous *elba1* and *elba3* mutants are lethal, suggesting distinct involvement of the three ELBA subunits with other insulator proteins in developmental processes.

**Table 1:** Genetic interactions between ELBA and Insv with Trl (GAF) or CP190.

With *Trl*^*R85*^	*elba1/elba1; Trl*^*R85*^*/TM3*	*elba2/elba2; Trl*^*R85*^*/TM3*	*elba3/elba3; Trl*^*R85*^*/TM3*	*insv/insv; Trl*^*R85*^*/TM3*	*+* */* *+* *; Trl*^*R85*^*/TM3*
Normal looking	66%	N.D.	4%	81%	96%
Denticle fusion	15%	N.D.	27%	1%	3%
Head involution	2%	N.D.	53%	0%	1%
Others	6%	N.D.	12%	2%	0%
Total	250	N.D.	143	127	311
With Trl^*13C*^	*elba1/elba1; Trl*^*13C*^*/TM3*	*elba2/elba2; Trl*^*13C*^*/TM3*	*elba3/elba3; Trl*^*13C*^*/TM3*	*insv/insv; Trl*^*13C*^*/TM3*	*+* */* *+* *; Trl*^*13C*^*/TM3*
Normal looking	N.D.	60%	64%	N.D.	99%
Denticle fusion	N.D.	27%	10%	N.D.	1%
Head involution	N.D.	0%	3%	N.D.	0%
Others	N.D.	3%	7%	N.D.	0%
Total	N.D.	288	102	N.D.	151
With CP190^P11^	*elba1/elba1; CP190*^*P11*^*/TM3*	*elba2/elba2; CP190*^*P11*^*/TM3*	*elba3/elba3; CP190*^*P11*^*/TM3*	*insv/insv; CP190*^*P11*^*/TM3*	*+* */* *+* *; CP190*^*P11*^*/TM3*
Normal looking	72%	96%	58%	100%	100%
Denticle fusion	18%	4%	14%	0%	0%
Head involution	0%	0%	0%	0%	0%
Others	9%	0%	1%	0%	0%
Total	87	167	73	150	150

N.D. non determined

A fraction of embryos mutant for *ELBA* and *Trl*^*R85*^ or *Trl*^*13C*^ also displayed severe embryonic patterning defects such as disrupted denticles and head involution, with the *elba3* and *Trl*^*R85*^ combination having the strongest effect (only 4% normal looking embryos) (Fig. 5c, Table 1). Embryos of the *elba2* and *Trl*^*R85*^ combination did not show patterning defect, presumably due to maternal contribution from *elba2* heterozygous mothers. Indeed, when embryos were produced from homozygous *elba2* and heterozygous *Trl*^*13C*^ females, a fraction of them displayed defects. *elba3* also shows the strongest interaction with *CP190*^*P11*^, despite overall milder severity than that with *Trl*. Importantly, *ELBA*, *Trl*, or *CP190* mutant alone did not show similar defects, suggesting the interactions between *ELBA* and *Trl* or *CP190* are specific.

Together, although ELBA and Insv associate with a subset of known insulator proteins, the ELBA factors seem to be selectively needed during early embryonic development in collaboration with other insulator proteins. Importantly, even though *ELBA* and *insv* mutants are viable and do not exhibit substantial embryonic patterning defects, the dose-sensitive interactions we observe with other insulator proteins support the notion that they impact developmental gene regulation and that insulators in flies are composed of redundant elements.

### ELBA insulates adjacent transcription units

The class I insulators are enriched in gene-dense regions and are located proximal to promoters. It was proposed that they might function to separate closely spaced transcription units^12^. As Insv and ELBA bind to class I insulators and are enriched in gene-dense regions, we asked whether these factors insulate adjacent genes to ensure transcription autonomy. As the early embryo contains abundant maternal RNAs, we used PRO-seq assay from 2–4 h wt and mutant embryos to identify real-time transcripts produced by RNA Pol II. We then did de novo PRO-seq peak calling to define actively transcribed genes and determined differential expression between every gene pair that is separated by an ELBA or Insv ChIP peak. In the *ELBA* mutants, there is a global reduction in the differential expression of paired genes that are separated by ELBA ChIP peaks (*p*-values by the Bonferroni correction < 0.001, Supplementary Fig. 7a, b). We performed a Monte-Carlo simulation of expression differences between randomly chosen adjacent promoters in the genome (see the Methods section). This confirmed that the fold change between ELBA-flanked adjacent promoters is significantly higher than random. We reasoned that if the expression levels of two adjacent promoters differ more, there might be a higher need of insulation between them. This was indeed the case. For the promoter pairs that differ by more than fourfold in their expression, the reduction in differential expression became more apparent with *p*-values adjusted by the Bonferroni correction < 0.0001 (Fig. 6a; Supplementary Fig. 7c). In contrast, for the pairs whose expression differed by less than fourfold, no significant change was detected (Fig. 6b). All three types of promoter-pair configuration, convergent, tandem, and divergent, show a similar trend (Fig. 6). The trend of reduction is consistent when gene-body reads were used to calculate differential expression (Supplementary Fig. 7d, e). The *insv* mutant did not show such a global effect, although many individual loci display a similar reduction in the expression difference between pairs separated by Insv ChIP peaks in the *insv* mutant (Fig. 6c–e). This suggests that the insulation function of Insv-bound sites is important, but the impact may not be as global as that of ELBA-bound sites in the early embryo. Thus, we conclude that the ELBA factors globally insulate transcription units in the *Drosophila* embryo.

**Fig. 6:**
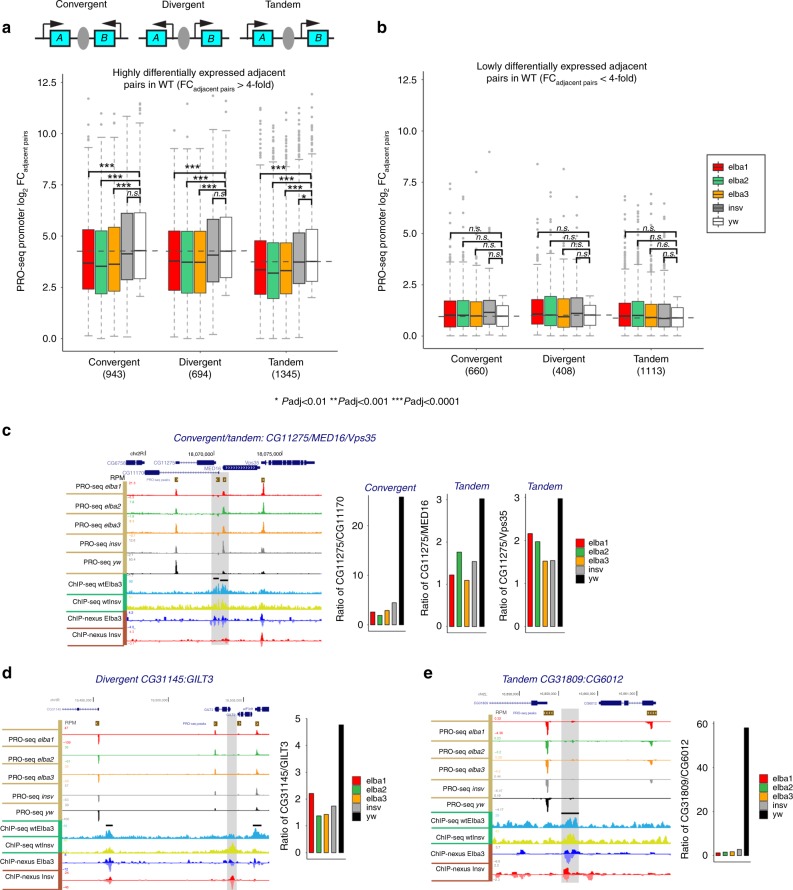
The Elba factors insulate adjacent transcription units. The PRO-seq data from wt and mutant embryos were used to identify real-time transcripts produced by RNA Pol II in each genotype, and de novo PRO-seq peak calling was made to define active promoters. **a**, **b** We considered three types of adjacent promoter-pair configurations, convergent, divergent, and tandem, flanking an ELBA/Insv peak. Differential expression between adjacent promoter pairs (absolute FC _adjacent pairs_) were divided into (**a**) the highly differentially expressed (>fourfold) and (**b**) the lowly differentially expressed (< fourfold) pairs in the wild type (wt). **a** Significant reduction of expression difference between highly differentially expressed neighbor promoters in the three *ELBA* mutants, but not in *insv* mutant. **b** Lowly differentially expressed gene pairs do not show significant changes in any of the mutants. Statistical significance was calculated using two-tailed *t* tests, and the *p*-values were adjusted by the Bonferroni multiple testing correction method (*p < 0.01, **p < 0.001, ***p < 0.0001). **c**–**e** Three exemplary loci with convergent, divergent, or tandem gene pairs flanked by the ELBA/Insv-binding peaks. The bar plots on the right show the ratio of expression (RPM) of the two adjacent promoters in each genotype determined by PRO-seq read coverage of the promoter-proximal regions. The boxplots are defined: center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers.

### ELBA-bound elements block enhancer–promoter interaction

If ELBA/Insv binding separates unrelated promoter–enhancer interaction in the early embryo, ELBA/Insv-bound elements may be able to block enhancer interactions in ectopic settings. We tested this possibility by using an enhancer-blocking transgene which has the *LacZ*, and the *white* reporters controlled by two enhancers, *2xPE* and *iab-5* (Fig. 7a ^34^). *2xPE* is an enhancer from the *twist* gene locus that drives reporter expression in a ventral stripe in the early embryos. *iab-5* is an element from the *Abd-B* region of BX-C and drives reporter expression in the posterior segments of the embryo. In between the two enhancers, there is a restriction site for inserting sequences to be tested for enhancer-blocking activity. As shown in Fig. 7a, *LacZ* and *white* will be expressed in both the *2xPE* and *iab-5* domains if the test fragment, for example, the *uMar* spacer, does not have insulation activity (Fig. 7a). We selected 11 DNA fragments that are bound by ELBA and Insv, and three control DNA sequences that are not bound (Supplementary Fig. 8, Supplementary Table. 3). Two of the three control regions showed no insulation activity. The third control transgene which contains a sequence from the *Dpr8* region gave inconsistent results between two independent lines. In contrast, six of the ELBA/Insv-bound sequences show strong blocking of the *2xPE* enhancer from activating the *lacZ* gene, and weaker blocking of the *iab-5* enhancer from activating the *white* gene (Fig. 7a; Supplementary Fig. 8, Supplementary Table. 3). Thus, many of the ELBA/Insv-bound loci behave as insulator elements in this assay.

**Fig. 7:**
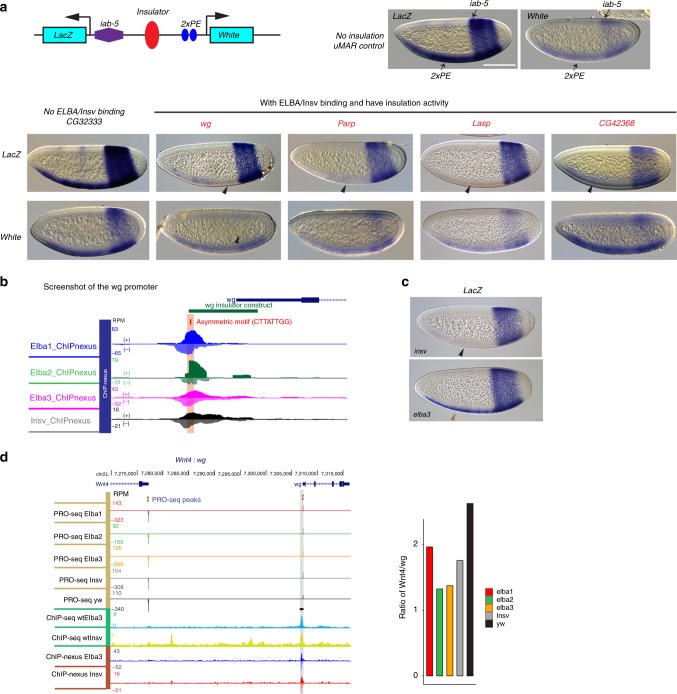
ELBA is required for separating transcription of *Wnt4* and *wg*. **a** Transgenic insulator assay. In situ hybridization images show expression of the *lacZ* and *white* genes driven by the *2xPE* and *iab-5* enhancers in the ventral and the posterior stripes, respectively. An inserted control fragment (*uMAR*) does not affect the reporter expression, neither does the *CG32333* fragment that has no Elba or Insv binding. The fragments from the *wg*, *Parp*, and *Lasp* loci, highlighted in red, show blocking activity, evidenced by loss of the ventral stripe expression of *LacZ*. The *iab-5* enhancer was less affected, with a weaker but visible posterior stripe of *white*. Black arrowheads indicate the weakened or lost staining by insulation activity of the inserted fragments. **b** A screenshot of the insulator in the *wg* locus with ELBA and Insv binding and an asymmetric Insv/ELBA motif. **c** The *lacZ* staining shows loss of insulation activity of the *wg* element in *elba3*, but not *insv* mutant embryo. The black arrowhead indicates the absence of the ventral stripe. The brown arrowhead indicates recovery of the ventral stripe due to loss of insulation in the *elba3* mutant. **d** A screenshot of the divergent pair *Wnt4* and *wg* with an Elba/Insv peak proximal to the *wg* promoter. The ratio of PRO-seq promoter expression of *Wnt4* versus *wg* decreased in the mutants compared with wt. Scale bar: 100 µm.

To test whether ELBA or Insv is required for the insulation function in the reporter, we focused our analysis on the element from the *wg* gene that shows strongest blocking activity (Fig. 7a). This element contains an ELBA-type of asymmetric motif bound by the ELBA complex (Fig. 7b). In the *insv* mutant, expression of *lacZ* remained the same as in wt embryo because the *2xPE* enhancer is still blocked (Fig. 7c). Remarkably, in the *elba3* mutant, the *lacZ* expression of the ventral stripe is recovered, suggesting that Elba3, but not Insv, is necessary for the insulation activity of this element.

The *wg* promoter is in a divergent orientation with the neighboring *Wnt4* promoter. To examine whether ELBA or Insv functions to insulate the *wg* promoter from enhancers that normally regulate *Wnt4* or vice versa, we calculated the expression ratio between *Wnt4* and *wg* in wt versus mutant conditions. The ratio of PRO-seq reads decreased substantially in all mutant conditions compared with wt (Fig. 7d), suggesting ELBA, probably also Insv, are required for separating these genes in the endogenous context.

## Discussion

Though BEN-domain containing proteins are present throughout metazoans, our knowledge of their molecular and biological functions is relatively poor. Here, we have used *Drosophila* as an in vivo model to investigate the functional properties of the fly BEN-solo proteins. We show that both ELBA and Insv repress transcription of direct target genes. However, only the ELBA factors play a role in early embryonic patterning together with other insulators. At a genome-wide level, ELBA is required for separating the transcription of differentially expressed genes.

The BEN domains of Elba1, Elba2, and Insv share similar amino acid sequences and identical protein–DNA interaction sites^21,23^. However, their DNA-binding activities seem to be complex. When expressed in cultured cells, all of these factors display high affinity to the palindromic site, while only the ELBA complex is able to bind the asymmetric site^21,23^. In vitro translated proteins of Elba1 and Elba2 can bind to both types of motifs when additional bridging factor is present^22,25^. Here, our ChIP-seq analyses confirm that in vivo Elba1 and Elba2 target the genome only through forming a heterotrimeric complex with Elba3. This suggests that the affinity of Elba1 and Elba2 binding to DNA is weak and needs to be enhanced by additional factors. The ChIP-seq analyses also demonstrate that Elba3 shows broader binding to the genome and is able to target many genomic loci in the absence of Elba1 and Elba2. The Elba3 protein does not have any known functional motif and not even a predictable DNA-binding domain. One potential factor that can bring Elba3 to chromatin is Insv. Indeed, the Elba3 peaks that are independent of Elba1/2 overlap more with Insv peaks. However, Insv is unlikely the only co-factor, as many of the Elba1/2-independent peaks do not overlap with Insv sites. Other insulator proteins with DNA-binding property, such as CP190 and GAF, are candidates that can bring Elba3 to the genome given that these factors co-occupy many genomic loci and display genetic interaction.

We used a high-resolution ChIP-nexus approach and confirm that Insv and the ELBA factors associate with both types of DNA motifs. The ChIP-nexus analyses also provided evidence that Elba1 and Elba2 in the ELBA complex bind to DNA in an asymmetric configuration. Intriguingly, at some of the loci, such as the asymmetric sites in *Fab-7* and *Parp*, Elba1 and Elba2 show “ + ” versus “−” strand preference. The genomic loci with asymmetric binding are expected to represent weak association of ELBA with DNA, as strong DNA binding would allow equal pull down of the subunits with the antibody against any of the three components. There are many other loci showing symmetric read distribution for Elba1 and Elba2. These sites either mediate strong binding of the complex or symmetric binding of Elba1 and Elba2 (e.g., as homodimers). Insv binding is always symmetric, suggesting that it binds to the sites as homodimers. This evidence shows ChIP-nexus can be a powerful tool to resolve binding symmetry by a heterotrimeric complex. It will be of interest to understand how the BEN domains have evolved in DNA-binding affinity and sequence specificity across species. Our previous and current work well exemplifies the approach to determine the molecular properties of a less studied DNA-binding protein family^21,23^.

The activity of ELBA in the early embryo was examined by RNAi knockdown experiments, where it was shown to influence early boundary activity of the HS1 element^22^. However, the effect of complete loss of ELBA in embryonic development has not been investigated. We generated the loss-of-function mutants for the ELBA genes and found that they are dispensable for viability. This is not surprising as other chromatin insulator proteins, such as dCTCF^35^ and BEAF-32^36^, are not required for viability. One possibility is that *Drosophila* utilizes multiple backup mechanisms to ensure boundary fidelity. Indeed, when one copy of *CP190* or *GAF* is removed, loss of ELBA led to drastic developmental consequences in this sensitized background. Despite both ELBA and Insv associating with known insulator proteins, such as CP190, BEAF-32, and GAF (ref. ^23^; Fig. 5), *ELBA* showed strong genetic interactions with CP190 and GAF in viability and early embryonic patterning, while *insv* did not. It is possible that Insv is less needed during the embryonic stage and/or that another unknown factor compensates for its joint function with CP190 and GAF. In support of the first possibility, *insv* is required for maintaining segmentation of adult flies when the GAF sites are mutated from *Fab-7*^25^.

Genes in the *Drosophila* genome are more compact than in vertebrates. There is a need to partition dense transcription units to ensure enhancer specificity. Thanks to many years of genetic studies in *Drosophila*, a list of individual genomic loci were identified that separate enhancers or promoters^37–42^. Insulator proteins such as GAF, CTCF, CP190, and BEAF-32 were found to mediate these activities. It was shown that BEAF-32 binds to sequences in between closely apposed genes with a head-to-head configuration (divergent)^43^. We show that the neighboring genes that are differentially expressed in wild type become more equally expressed in *ELBA* mutant embryos. In this case, all three types of promoter configurations, divergent, tandem, and convergent, have similar requirement for ELBA-dependent insulation. Together with the evidence that genomic elements bound by ELBA and Insv are sufficient to block enhancer–promoter interactions in transgene assays, our results suggest ELBA is required to ensure the autonomous regulation of linked transcription units.

New properties have been assigned to insulators recently, especially in chromatin organization and long-range cis-element interactions. In this work, we focus on the functions of ELBA and Insv in active chromatin regions because of their enrichment in close proximity to active promoters. However, we have detected enrichment of ELBA and Insv in several known elements that could mediate long-range interactions, such as the *homie-nhomie*^44^ and *scs* and *scs’* loci^6,45^. Future studies will be needed to determine the roles of ELBA and Insv in chromatin organization.

## Methods

### Fly strain culturing and generation of transgenes

All fly stocks were kept at 25 °C. The insv mutant allele insv^23B^ was described previously^46^. *ELBA* mutants were created using CRISPR: transgenic flies carrying single-guide RNA targeting the coding sequence of each gene were crossed into the nos-Cas9 transgenic flies. Frame-shift mutations were identified by PCR and Sanger sequencing. The *Trl*^*R85*^ and *Trl*^*13C*^ alleles were kindly provided by Dr. Ana Busturia (Centro de Biología Molecular “Severo Ochoa” CSIC-UAM), the *CP190*^*P11*^ allele was from Bloomington Stock Center and used for genetic interaction crosses.

For making the insulator transgenes, selected fragments were amplified and cloned into the insulator transgene backbone (kindly provided by Dr. Jumin Zhou^34^). The sequences of cloning oligos are provided in Supplementary table 7. All transgenic flies were created at BestGene, Inc.

### Cuticle preparation

Embryos were collected and aged to 24–36 h before dechorionization with bleach. They were rinsed, directly mounted in 85% lactic acid, and cleared at 60 °C for 3–6 h.

### Immunostaining

Embryos were collected, dechorionated with bleach, and fixed with 4% formaldehyde in PEM (0.1 M PIPES, 2 mM EGTA, 1 mM MgSO4, pH 7) for 20 min. For immunostaining, embryos were rehydrated, washed with PBTween (0.1% Tween in PBS), and blocked with PBSBT (0.1% Triton X-100, 1% BSA in PBS). The primary rabbit anti-Elba1 or anti-Elba3 were added to the samples in 1:150 and 1:500 dilution with PBSBT, respectively, and incubated at 4 °C overnight. After extensive washing with PBSBT (5–15 min), the secondary antibody (Alexa488 goat anti-rabbit, Jackson ImmunoResearch) was added in 1:500 dilution and incubated at room temperature for 2 h. After washing with PBSBT and then PBTween, the embryos were counterstained with DAPI and mounted in Vectashield (Vector Laboratories).

### In situ hybridization

The *LacZ* and *white* probes were generated by transcription from linearized pBluescript template plasmids (kindly provided by Dr. Mattias Mannervik) with T3 or T7 RNA polymerase (Thermo Fisher) and Dig RNA labelling mix (Roche) according to the manufacturer. Embryos were aged and fixed with 9% formaldehyde in fixation buffer (1.3x PBS, 67 mM EGTA, pH 8) for 25 min. For in situ hybridization, fixated embryos were permeabilized with xylene and rehydrated as well as postfixated with 5% formaldehyde in PBT (1x PBS, 0.1% Tween-20) for 25 min. Embryos were treated with proteinase K (4 µg/ml) for 8 min, followed by another round of postfixation for 25 min, before hybridization with the probes at 55 °C for overnight in hybridization buffer (50% formamide, 5x SSC, 100 µg/ml sonicated boiled ssDNA, 0.1% Tween-20). Samples were incubated with alkaline-phosphatase-labeled anti-digoxigenin antibody (1:2000, Roche) overnight at 4 °C, and developed with 0.6 mg/ml nitrotetrazolium blue chloride (NBC) and 0.3 mg/ml 5-bromo-4-chloro-3-indolyl phosphate disodium salt (BCIP). Samples were dehydrated by repeated washes in ethanol, rinsed in xylene, and mounted in Permount (Fisher).

### Co-immunoprecipitation (Co-IP) and western blot

Embryos from wild-type (wt), *elba1*^*SK6*^, *elba2*^*SK2*^, *elba3*^*SK3*^, and *insv*^23B^ were collected and aged for 2–4 h. In each IP, 50 µl of embryos were used. Protein extracts were prepared by homogenizing the embryos in lysis buffer (20 mM Tris pH 8.0, 150 mM NaCl, 10 mM MgCl_2_, 2 mM EDTA, 10% glycerol, 0.5% NP-40, 1 mM DTT, 1x protease inhibitor cocktail [Roche]). About 5 µg of rabbit anti-Elba1, anti-Elba3, and rabbit IgG were used in the first round of immunoprecipitation. The protein/antibody complex was then precipitated with the Gamma-bind G beads (Thermo Fisher) and separated on 10% of SDS-PAGE for western blotting. The left supernatant was re-precipitated with the antibodies against Elba1, Elba3, and Insv^46^ (1 µg of antibody/IP, the second round of IP). The same antibodies were used in blotting. To minimize unspecific signal from IgG heavy chains, light-chain-specific secondary antibodies of mouse anti-rabbit IgG (1:40,000 Jackson ImmunoResearch) were used, and the signals were developed with ECL Plus reagent (GE Healthcare).

### Cell culture and luciferase assay

To generate the TetR-DBD fusions with the ELBA factors and Insv, the open-reading frames of Elba1, Elba2, Elba3, and Insv were PCR amplified and cloned into the pAC-TetR vector. All transfections were performed using *Drosophila* S2-R + cells grown in Schneider *Drosophila* medium containing 10% fetal calf serum. Cells were co-transfected with TetR fusion, 2xTetO-Firefly luciferase and pAc-Renilla plasmids in 96-well plate using the Effectene Transfection kit (Qiagene). Luciferase assays were performed and measured using the Dual Luciferase Assay System (Promega). Expression was calculated as the ratio between the firefly and *Renilla* luciferase activities. Three rounds of transfections were performed on different days and different cell populations, and considered as three biological replicates. Within each biological replicate, four wells of cells were transfected with the same DNA mixture and measured and thus considered as four technique replicates. In total, for each DNA combination, the values from the 12 wells of transfection were calculated, averaged, and plotted in Fig. 4a. Cloning oligos are provided in Supplementary Data 6.

### ChIP-qPCR and ChIP-seq

For chromatin immunoprecipitation (ChIP), embryos from wild-type (wt), *elba1*^*SK6*^, *elba2*^*SK2*^, *elba3*^*SK3*^, and *insv*^23B^ were collected and aged for 2–4 h (50 µl of embryos per reaction). After dechorionization in bleach and rinsing with water, embryos were homogenized in 1.8% formaldehyde and 2.5 mM DSG (Di(N-succinimidyl) glutarate, Sigma) in buffer A1 (60 mM KCl, 15 mM NaCl, 15 mM HEPES pH 7.6, 4 mM MgCl_2_, 0.5 mM DTT, 0.5% Triton X-100, and 1x inhibitor cocktail (Roche)). Chromatin was extracted by repeatedly spinning at 4000x*g* and washing in buffer A1 (3x total). Cross-linking occurred for 10 min on ice in LysisPlus buffer (140 mM NaCl, 15 mM HEPES pH 7.6, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate, 1% Triton X-100, 0.5 mM DTT, 0.1% SDS, 0.5% sarcosyl and 1x inhibitor cocktail (Roche)). Sonication was done using a Bioruptor (Diagenode) in high-power mode, 15 cycles of 30 s ON/30 s OFF. The samples were pre-cleared with Gamma-bind G sepharose beads (GE healthcare) overnight and the beads removed. The ELBA antisera used for IP were tested in ChIP previously^26^ and kindly provided by Dr. Paul Schedl (Princeton University). Two different sets of antibodies were used for ChIP-qPCR and ChIP-seq, respectively. For each ChIP reaction, 5 µl of antibody were added to the respective sample, and the tubes rotated at 4 °C overnight. New beads were then added to the samples and binding occurred for 4–16 h before transferring the beads in 200 µl LysisPlus buffer (without sarcosyl) onto Ultrafree Filter columns (0.45 µm, Millipore). The beads were washed on the filters four times for 10 min with LysisPlus (no sarcosyl) and twice with TE (10 mM Tris-HCl pH 8.0, 1 mM EDTA). Elution of the samples from the beads occurred by first adding 100 µl EB1 (10 mM EDTA, 1% SDS, 50 mM Tris-Cl pH 8) for 30 min at 65 °C, then adding 100 µl EB2 (TE + 0.67% SDS) for 30 min at 65 °C, and spinning the whole elute through the filters at 3000 rpm for 2 min in a tabletop centrifuge. All samples as well as input samples (in 200 µl TE + 1%SDS) were reverse cross-linked at 65 °C overnight, digested with 2 µl 20 mg/ml proteinase K (Thermo Fisher) for 2 h at 42 °C, and RNase digested with 2 µl 0.5 mg/ml RNase (DNase-free, Roche). The DNA was purified using the QIAquick PCR Purification Kit (Qiagen) with two times elution in 30 µl each.

All qPCR reactions were run in technical triplicates using iTaq Universal SYBR Green Supermix (Bio-Rad). In all, 1 µl of chromatin template was used in each 20 -µl reaction, and amplification was normalized to 0.2% input. qPCR oligos are provided in Supplementary Data 6.

ChIP-seq libraries were made using the NEBNext Ultra™ II DNA Library Prep Kit and sequenced in the Illumina Hi-seq platform. The ChIP-seq reads were mapped to the *Drosophila melanogaster* (dm3) genome assembly using Bowtie2 with the default parameters, after the adaptor trimming by Trimmomatic. The uniquely mapped reads with a mapping quality MAPQ > 20 were used for further analysis. For all ChIP-seq samples, we generated coverage tracks at 1-nt resolution and normalized to the library sizes to give read per million (RPM) in “bigwig” format. We further created the coverage differential tracks for four factors by subtracting the mutant from wild-type coverage (log2 wt/mutant).

For each of the four factors, the peak calling was performed by the ChIP-seq reads of wt or a mutant condition to its own mutant ChIP or IgG or Input. The peaks were called using MACS2^47^ with default parameters and the confident peaks were determined by an FDR < 1%. The peaks overlapped with *Drosophila* blacklist were also removed. Peak overlap analysis was performed by “mergePeaks” function in Homer2 package with the default parameters, and a maximum distance was set to “-d given” which requires the peak regions overlap.

The de novo motif search was performed for all the called peaks for each factor by MEME-ChIP^48^. We extended the summits of the called peaks by 500 nucleotides in each direction, and searched for 5–15 nt motifs in the central regions (100 nucleotides) using default parameters.

Pairwise peak overlaps were performed for the ChIP-seq peaks of Elba and Insv factors with the modEncode insulator data sets (Negre et al.^12^), including ChIP–ChIP data for CP190, BEAF-32, CTCT, GAF, Mod(Mdg4), and Su(Hw). As ChIP-seq peaks are generally narrower than ChIP–ChIP peaks, we extended the ChIP–ChIP summits by 100 nucleotides in each direction for the overlapping analysis. We used a maximum distance of 50 nucleotides between the peak summits for overlapping. The overlap fraction between the two sets was calculated by the number of overlapped peaks divided by the minimum number of peaks of two sets.

### ChIP-nexus analysis

ChIP-nexus was performed following the step by step protocol described in He et al.^28^. In total, 20 µl of each antibody and 200 µl of embryos were used in each ChIP-nexus reaction. All the ChIP-nexus libraries were sequenced on the Illumina Hiseq2500 platform with 1 × 50 bp SR configuration.

Before aligning the ChIP-nexus reads to the genome, the 5′ fixed barcode (1–5) was first removed, and the random 4nt barcode was retained for each read. After the 3′ adaptor trimming by Trimmomatic, the sequencing reads were collapsed to only include unique reads. The random 4nt barcode was further removed, and the reads with at least 22 nucleotides were retained for mapping. We mapped the reads using bowtie with the parameter setting “-k 1 -m 1 -v 2 --best --strata”. Similar to ChIP-seq, we generated normalized coverage tracks separately for each strand in “bigwig” format. Similar to the ChIP-seq data, the ChIP-nexus peak calling was performed by MACS2 using the default parameter. To obtain highly confident binding sites for each factor, we set a highly stringent cutoff (FDR < 1E-10 for Elba1, Elba3, and Insv, and FDR < 1E-5 for Elba2). We further required the binding sites to be called by both ChIP-seq and ChIP-nexus. Defined high-confident peaks are summarized in Supplementary Data 2.

To examine the asymmetry of the binding sites, we calculated an OI for each binding site by ChIP-nexus for each factor. OI was defined by maximum number of reads between two strands divided by the sum of reads of two strands, max (forward, reverse)/sum (forward, reverse), ranging from 0.5 to 1. The OI values for the peaks are included in Supplementary Data 3.

### RT-qPCR, RNA-seq, and analysis

The total RNA was extracted from stages 2–4 h embryos using Trizol reagent (Invitrogen). RNA quality was tested by the Agilent Bioanalyzer.

For RT-qPCR, the total RNA was first cleared from residual DNA using Turbo DNA-free kit (Invitrogen), and were then reverse-transcribed using Superscript III Supermix (Invitrogen). qPCR primers for Elba1, Elba2, and Elba3 were so designed with one primer binding on top of the CRISPR cut site and those for insv are inside of the deletion of the insv^23B^ allele. The qPCR reactions were run in technical triplicates using iTaq Universal SYBR Green Supermix (Bio-Rad). Amplification for each sample was normalized to the housekeeping gene *RpL32*. Four biological replicates were performed. qPCR oligos are provided in Supplementary Data 6.

RNA-seq libraries were made using the Illumina Truseq Total RNA library Prep Kit LT. Sequencing was performed on the Illumina Hiseq2500 platform.

After trimming the adaptor sequences using Trimmomatic, the RNA-seq reads from the replicated wild type (x3), and mutant samples (x3) were mapped to the *Drosophila melanogaster* (dm3) genome assembly using HISAT2. RNA-seq signal was normalized by the TMM method implemented in the Limma Bioconductor package^49^. The gene annotation was obtained from FlyBase. Differentially expressed mRNAs between BEN factors mutants versus wild type were identified, and FDR (Benjamini–Hochberg) was estimated. Calculated differential expression is presented in Supplementary Data 4.

To test whether a set of genes are significantly changed (up- or downregulated as a gene set) among the differentially expressed (DE) genes from wild-type and mutant RNA-seq data, the gene set enrichment testing function “camera” in the R limma package was used. “camera” is a ranking based gene set test accounting for inter-gene correlation, to test whether the called peaks in five Elba3-binding subsets are significantly changed as a set.

### PRO-seq assay and analysis

The protocol was adapted from Kwak et al.^50^. Drosophila embryos of 3.5–4.5 h age were dechorionated and homogenized in 1 ml of buffer A (10 mM Tris-Cl pH 8.0, 300 mM sucrose, 3 mM CaCl_2_, 2 mM MgAc_2_, 0.1% Triton X-100, 0.5 mM DTT). The homogenate was filtered through a nylon membrane (pore size 0.8 µm) and spun down at 500×*g*. The pellet was resuspended in fresh buffer A and spun down several times for washing. Nuclei were then resuspended in buffer D (10 mM Tris-Cl pH 8.0, 25% glycerol, 5 mM MgAc_2_, 0.1 mM EDTA, 5 mM DTT) to achieve a final concentration of roughly 106 cells per 5 µl before freezing in liquid nitrogen. Run-on reaction was performed for 3 min at 30 °C after adding 2x reaction mix to the samples (10 mM Tris-Cl pH 8.0, 5 mM MgCl_2_, 1 mM DTT, 300 mM KCl, 0.05 mM of each of the four Biotin-NTP, 0.4 U/µl RNAse inhibitor, 1% sarkosyl). Nascent RNA was extracted directly after with Trizol, precipitated in ethanol, and fragmented by base hydrolysis in 0.2 N NaOH on ice for 10 min. After neutralization with 1 M Tris-Cl pH 6.8, salts and free NTPs were removed by buffer exchange on a P-30 column (Bio-Rad). To enrich biotin-labeled RNA, the samples were bound to 30 µl M280 streptavidin beads (Invitrogen) according to the manufacturer and washed with twice with high salt buffer (2 M NaCl, 50 mM Tris-Cl pH 7.4, 0.5% Triton X-100), twice with binding buffer (300 mM NaCl, 10 mM Tris-Cl pH 7.4, 0.1% Triton X-100) and once with low salt buffer (5 mM Tris-Cl pH 7.4, 0.1% Triton X-100). RNA was extracted from the beads twice with 300 µl Trizol in each round and precipitated with glycoblue in ethanol. RNA pellets were redissolved in 4 µl of 12.5 µM reverse 3′ adaptor dilution (Rev3, see Supplementary Table 9) and ligated overnight at 4 °C with T4 RNA ligase (NEB) in 10 µl reaction volume (1x T4 RNA ligase buffer, 1 mM ATP, 10% PEG, 1U/µl RNAse inhibitor). The bead binding and Trizol extraction was repeated as above and 5′-decapping performed using RppH (NEB) by dissolving pellets in 10 µl H_2_O, adding 40 µl of the reaction mix (1x NEBuffer 2, 2 U/µl RppH, 2 U/µl RNAse inhibitor) and incubating at 37 °C for 1 h. 5′-hydroxyl was performed by directly adding PNK (NEB) reaction mix to each decapped sample. The total reactions of 100 µl volume (1x PNK buffer, 1 mM ATP, 2.5 µl PNK, 0.2 U/µl RNAse inhibitor) were incubated at 37 °C for 1 h. The RNA was then extracted using Trizol and precipitating in ethanol. Pellets were redissolved in 4 µl of 12.5 µM reverse 5′ adaptor (VRA5, see Supplementary Table 9) and ligation performed as with the 3′ adaptor. The RNA was enriched again by bead binding and extraction as above and resuspended in 10 µl H_2_O. Reverse transcription was performed using SuperScript III (Invitrogen) in 20 µl of final reaction volume. Water, dNTPs (final 0.5 mM) and reverse transcription primer (RP1 TrS, see Supplementary Table, final 2.5 µM) were added first, samples heated to 70 °C for 2 min, chilled on ice for 2 min and the remaining reaction components except for the enzyme added (1x first-strand buffer, 5 mM DTT, 1 U/µl RNAse inhibitor). After incubation at 37 °C for 5 min, the enzyme was added (15 U/µl) and the reaction run in a PCR machine: 45 °C for 15 min, 50 °C for 40 min, 55 °C for 10 min, 70 °C for 15 min. The ideal amount of amplification cycles was determined by makig serial dilutions of the template and test amplification with primer RP1 TrS, primer RPI TrS short (see Supplementary Table 9) and Phusion polymerase 2x master mix (Thermo Fisher). PCR cycling: 95 °C – 2 min, 5 × [95 °C – 30 s, 56 °C – 30 s, 72 °C – 30 s], 9 × [95 °C – 30 s, 65 °C – 30 s, 72 °C – 30 s], 72 °C – 10 min. Each library dilution row was run on a 8% polyacrylamide gel, and the ideal cycle number determined by choosing the amplification that produced a visible but not overamplified 125–350 bp fragment library. Full-scale amplification was then performed using barcoded reverse primers (RPIx, see Supplementary Table 9). The amplified libraries were purified using 1.8x volume ratio AMPure XP beads (Agencourt). The libraries were then separated on a 0.5× TBE 8% polyacrylamide gel and cut from around 125 bp (just above visible primer-dimer) to 350 bp. The samples were extracted from the gel fragments by shredding the fragments and incubating them in twice the amount of extraction buffer (10 mM Tris-Cl pH 8, 0.5 mM NaAc, 10 mM MgAc_2_, 1 mM EDTA, 0.1% SDS) at 50 °C for 13 h. After spinning down at 10,000x*g* for 5 min and retrieving the eluted library, a second extraction round was performed with 600 µl buffer for 2 h and the supernatants pooled. Eluates and remaining gel fragments were filtered through Spin-X filters (Corning), and the volume reduced to 500 µl in a speed vacuum centrifuge. The DNA was then extracted using buffered phenol–chloroform, and the concentration measured. Barcoded libraries were pooled and sequenced on the Illumina Hiseq2500 platform with 1 × 50 bp SR configuration.

The adaptors were first trimmed from the sequencing reads by cutadapt software and the reads with at least 15 nt were retained. We then removed reads that mapped to rRNAs, and the remaining reads were further mapped to the *Drosophila melanogaster* (dm3) genome assembly using BWA with the default parameters. We also generated the PRO-seq coverage tracks (normalized by the library sizes) with separate strands for each factor. To detect de novo transcripts from PRO-seq, we combined all genotypes and adapted the Homer2^51^ GRO-seq transcript identification method (using a parameter setting “findPeaks -style groseq -tssFold 4 -bodyFold 3”). The pausing regions (promoter region) were defined from the de novo transcript starts to 200 nt downstream, and the gene-body regions were defined from 400 nt downstream to the end of the de novo transcripts. The de novo transcripts having a promoter expression of greater than 1 transcript per million (TPM) were retained for further analysis. Fold difference between adjacent gene pairs is summarized in Supplementary Data 5.

### Analysis of ELBA/Insv factors acting as insulators

For each Elba/Insv high-confident binding site, which was called by both ChIP-seq and ChIP-nexus (see Methods above), we looked for the adjacent PRO-seq promoter pairs. We then calculated absolute differential expression between the adjacent promoter pairs (abs log2FC adjacent pair). We further classified the adjacent promoter pairs flanking an Elba/Insv peak into three types: convergent, divergent, and tandem.

To test whether the expression change between the adjacent pairs is above background, we performed a Monte-Carlo simulation. We randomly located the same number of regions with the same length as the Elba/Insv ChIP peaks in the same chromosome and repeated the random selection and calculation 2000 times. *P*-values were calculated by dividing the number of instances that show a higher fold change between the random adjacent genes than that between the Elba/Insv-bound genes by 2000 iterations. These were done separately for convergent, divergent, and tandem pairs in each of wt and four mutants.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

## Data Availability

The data supporting this study are available from the corresponding author(s) upon reasonable request. The sequencing data are deposited in GEO (GSE131160). Library statistics are included in Supplementary Data 1. Raw qPCR values and uncropped blots are available in a Source Data file.

## Source data

Source Data

## Code availability

The R code for the data analyses and generating figures are available at Github: https://github.com/jiayuwen/ELBA.

# Supplementary material for: BEN-solo factors partition active chromatin to ensure proper gene activation in Drosophila
**Source:** Nat Commun. 2019 Dec 13;10:5700. doi: 10.1038/s41467-019-13558-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

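For the RNA-seq libraries, the totals of the deposited counts were between 92.7% (*elba1* replicate 2) and 96.7% (*elba1* replicate 3) of the mapped reads that the paper's library statistics list. The values reported for these libraries use the deposited counts. Pseudogenes of ribosomal RNA took between 0.074% (*elba2* replicate 3) and 12.8% (*elba2* replicate 1) of the counts, with 8.3% in *insv* replicate 2, 4.7% in *insv* replicate 3 and 1.4 to 1.8% in wt. Libraries of one genotype had correlations of log2 CPM values between 0.90 (*insv* replicates 2 and 3) and 0.99 (wt replicates 1 and 3) across genes, which are not independent replicates. The first principal component held 41.6% and the second 23.9% of the variance.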

Description: Deep sequencing library statistics.

File Name: Supplementary Data 2

Description: High confident peaks from overlapping ChIP-seq and ChIP-nexus peaks.

File Name: Supplementary Data 3

Description: Orientation Index of ChIP-nexus peaks.

File Name: Supplementary Data 4

Description: RNA-seq data with differential expression.

File Name: Supplementary Data 5

Description: Fold change between adjacent gene pairs from PRO-seq data.

File Name: Supplementary Data 6

Description: List of reagents and oligos used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

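RNA-seq counts were analysed for 15 libraries of *Drosophila* embryos at 2 to 4 h, with 3 libraries each of wt, *elba1*, *elba2*, *elba3* and *insv*. The ChIP-seq, ChIP-nexus and PRO-seq samples were not analysed here. The authors trimmed adaptors with Trimmomatic, mapped the reads to dm3 with HISAT2 and deposited raw counts per FlyBase gene, without pooling replicates and without the TMM normalization that the paper names. Tool and build names come from the paper's methods and the submitters' processing notes. The counting program, its strand setting and all tool versions are not given in the sources used here. The count table holds 16612 genes, named by symbol, and 0 columns without a sample. Coordinates are not given, since no genome or annotation of dm3 was used here.

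The counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM, expression filter, glmQLFit and glmQLFTest) over 11677 genes, in one fit of all 15 libraries with genotype as the only term, and with Benjamini-Hochberg adjustment. Each mutant was compared with wt, and the mutants with each other in 6 contrasts. Counts and overlaps of changed genes use the paper's thresholds (adjusted p under 0.2 and over 1.5-fold), and single genes an adjusted p under 0.05. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. Gene sets were tested with camera in limma 3.58.1 on voom values, with a preset inter-gene correlation of 0.01 and, as an alternative, one estimated from the data. Genes bound by Elba2 came from the ChIP-nexus peaks in the paper's Supplementary Data 3, whose Elba2 sheet is complete in the copy used. They are not the ChIP-seq targets that the paper tested, whose peaks were not used here. Names not in the count table were matched through a table of RefSeq genes of a later assembly, used for names only.

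The design, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined. The rule takes, per mutant, the 10 largest changes in each direction with an adjusted p under 0.05, at least 50 normalized counts on average over the 6 libraries and every mutant library beyond every wt library. It also takes the mutated genes, genes the paper names, members of the lists, the 10 largest shared changes in each direction of the 3 *ELBA* mutants and the 10 Elba2-bound motif genes with the largest mean rise. The lists hold maternal, cellularization, gap and head, pair-rule, segment polarity, dorsal-ventral, Hox, neural, Enhancer of split and Bearded, insulator, follicle cell, differentiated tissue, heat shock, antimicrobial peptide, dosage compensation, strain marker, ribosomal protein, histone and mitochondrial genes, the mutated genes and the genes that the paper names. The mitochondrial list had 0 genes in the count table and was not tested.

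The alternatives were DESeq2 1.42.0 and limma voom (for single genes, counts and overlaps, not for gene sets), upper-quartile scaling, library size only, no filter on low counts (16100 genes), at least 10 counts in every library (8498 genes), only the 6 libraries compared, the replicate number as a block, counts thinned to the smallest library, each library left out in turn, and an adjusted p under 0.05. For the Elba2-bound genes they were also peaks within 500 bases of a transcription start site, peaks annotated as promoters and the top 100 motif peaks. The paper and labels do not say what the replicate numbers share. The correlations of the deviations of same-numbered libraries from their group means were 0.59, 0.59 and 0.20 between *elba1* and wt and 0.15, 0.40 and 0.36 between *elba2* and wt, all over 0.1, so the numbers were taken as pairing the libraries in these 2 comparisons, from the data alone and after the fits with and without the block had been seen. In each of the other comparisons at least 1 of the 3 was not over 0.1. Fits without the 5 libraries numbered 2, and with an age score as a covariate, were chosen after seeing the data.

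All comparisons share the 3 wt libraries, so overlaps and correlations are given beside 20 simulations in which all libraries were drawn from one mean per gene, independently of each other. The simulations hold no structure shared by libraries of the same number, so its effect on the simulated values was not tested. At the paper's thresholds they called 0.05 to 0.25 genes per comparison on average. Simulated lists as long as the real ones were thus filled with genes not called. The edgeR step was tested on simulated counts of all 15 libraries with known changes in the *elba1* libraries, over 11131 genes of the comparison of *elba1* with wt. At the paper's thresholds it recovered 3 of 67 genes changed 1.5-fold, 12 of 67 changed 2-fold and 41 of 66 changed 4-fold, with 10 false calls among 10795 unchanged genes. At an adjusted p under 0.05 it recovered 0, 8 and 32, with 2 false calls. In this simulation, changes of 2-fold or less were therefore mostly not recovered with 3 libraries against 3. The simulation changed far fewer genes than the 3220 called in *elba1*. The Benjamini-Hochberg cutoff depends on how many genes change, so the shares recovered need not hold for the real comparisons. Totals of 10778558 to 80932463 counts per library set the counting error.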

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

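The alternatives without the 5 libraries numbered 2 and with the age score as a covariate, and the test of the share of genes with any Elba2 peak, were chosen after the data were seen.

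The maternal mRNAs differed between mutants, by a test of the difference itself. Their median log2 difference was -2.228 between *insv* and *elba1*, -1.633 between *insv* and *elba2* and -2.755 between *insv* and *elba3* (adjusted p = 1.05e-10, 1.83e-10 and 2.38e-12 from camera, and 0.0603 for each with an estimated correlation). Of the 20 genes, 14, 9 and 16 were lower in the *insv* mutant at an adjusted p under 0.05 and none was higher. The paper does not discuss these genes, whose median log2 fold change against wt was 1.825 in the *elba1*, 1.032 in the *elba2* and 1.934 in the *elba3* mutant.

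Embryos of another age than wt are a candidate explanation for the changes of the *ELBA* mutants, maternal mRNAs included, since maternal mRNA is lost as embryos age. With the age score as a covariate, 72.6% of the *elba1*, 95.0% of the *elba2* and 87.0% of the *elba3* calls were still called. That meets the prediction set against age as the whole cause of the changed genes, but cannot exclude it. The score differed mostly between replicate 2 and the other libraries of a genotype (in wt 0.94 against -2.86 and -2.11). As a covariate it may thus mostly remove that spread. For the Elba2-bound genes an age difference stays open too. Their mean difference from other genes kept 54.9% of its size in the *elba1*, 78.6% in the *elba2* and 64.8% in the *elba3* mutant with the covariate. Whether such an age difference came from the collection or from slower development of the mutants was not tested.

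At the paper's thresholds 86 genes were higher and 69 lower in all 4 mutants. The paper states a partial overlap of upregulated genes between the *insv* and *elba* mutants, and proposes common targets. Its text gives no number for all 4 mutants. Independent lists would share 0.37 and 0.091, and groups simulated against the same wt libraries 83.9 (at most 96) and 20.7 (at most 29) when as many genes were taken from each, with no structure by replicate number simulated. The simulated groups called almost no genes at the paper's thresholds, so these lists were filled with genes not called. At an unadjusted p under 0.05 and over 1.5-fold, these overlaps were 147 and 112, and 21.4 and 5.2 in the simulations. The simulated lists at this threshold were shorter than the real ones (466 to 485 genes, against 1178 to 3384 with no fold minimum). Longer lists alone raise such overlaps. The higher count was 138 with DESeq2 and 37 with at least 10 counts in every library, where the lower count was 28. Without the libraries numbered 2 the counts were 186 and 128, and with the age score as a covariate 184 and 130. The higher count was 56 and 56 without *insv* replicate 1 or 2 and 33 and 49 without wt replicate 1 or 3, and the lower count 40 without *elba2* replicate 3, 44 without *insv* replicate 1 and 38 and 44 without wt replicate 1 or 3.

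A difference between the wt strain or libraries and all mutant lines may account for these genes. It stays open. Over the 86 higher genes, the median absolute difference of *insv* from an *ELBA* mutant was at most 0.207 of the median change against wt (median log2 change 2.41), but the genes were chosen for the same direction against the same wt libraries, so this ratio decides nothing. Direct binding by Elba2 stays open too. Of the 86, 7 (8.14%, upper exact 95% bound 16.1%) had an Elba2 ChIP-nexus peak near their start site, beside 7.27% of all genes tested, but the paper calls the Elba2 antibody poor, so that bound genes may lack a called peak. For peaks with a motif, 1 of the 86 had one, with an upper 95% bound of 1.85 on the odds ratio (Fisher's exact test, two-sided, p = 0.374). A shared loss of BEN-factor function in the 4 mutants was not tested apart from Elba2 binding, and the paper's text does not state the genetic background of the mutants relative to wt.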

How the results depend on the processing

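Where the cause of a change is not named, the cause was not tested. A direction is compared only where the result or its alternative passes its test. The count of changed genes at the paper's thresholds was 3220 in the *elba1*, 1003 in the *elba2*, 3344 in the *elba3* and 460 in the *insv* mutant. DESeq2 moved it over 1.5 times to 1879 in *elba2* and 740 in *insv*, library size only to 632 in *elba2*, at least 10 counts in every library (fewer genes) to 592 in *elba2* and 226 in *insv*, and only the 6 libraries compared (fewer samples) to 1663 in *elba1*. At an adjusted p under 0.05 and over 1.5-fold the counts were 736, 273, 1304 and 195, and with no fold minimum 741, 273, 1319 and 195. Of alternatives chosen after seeing the data, leaving out the 5 libraries numbered 2 gave 5258 in *elba1*, 2806 in *elba2* and 1649 in *insv*, and the age score as a covariate 1766 in *elba2* and 1114 in *insv*. Voom, upper-quartile scaling, no filter and thinned counts kept all 4 counts within 1.5 times. The totals ranged from 678 to 5674, 326 to 1999, 1395 to 3948 and 170 to 1565 when 1 library was left out.

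Between mutants, the *elba2* and *elba1* count of 6 was 89 with DESeq2, 3 with library size only, 3 with no filter, 1 with at least 10 counts, 2 with only the 6 libraries, 12 without the libraries numbered 2, 52 with the age score and 2 to 10 with 1 library left out. The *elba3* and *elba1* count of 38 was 81, 23, 22, 12, 3, 17 and 73 in the same order, 15 with thinned counts and 6 to 21 with 1 library left out. The *elba3* and *elba2* count of 143 was 486 with DESeq2, 74 with upper-quartile scaling, 42 with library size only, 293 with only the 6 libraries, 92 with thinned counts, 34 without the libraries numbered 2, 563 with the age score and 5 to 138 with 1 library left out. The *insv* and *elba1* count of 4811 was 3207 with the age score, and the *insv* and *elba2* count of 3568 was 2182 with voom and 2126 with at least 10 counts. With 1 library left out they ranged from 1350 to 6624 and from 383 to 4667, and the *insv* and *elba3* count of 4548 from 1830 to 4953.

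The 454 genes upregulated in all 3 *ELBA* mutants were 723 with DESeq2, 302 with voom, 1053 without the libraries numbered 2, 705 with the age score, 142 at an adjusted p under 0.05 and 158 to 682 with 1 library left out. The 298 downregulated were 503 with DESeq2, 175 with library size only, 176 with no filter, 158 with at least 10 counts, 1014 without the libraries numbered 2, 69 at an adjusted p under 0.05 and 68 to 614 with 1 library left out. The 86 genes higher in all 4 mutants were 138 with DESeq2, 37 with at least 10 counts, 186 without the libraries numbered 2, 184 with the age score, 34 at an adjusted p under 0.05 and 33 to 103 with 1 library left out. The 69 lower were 28 with at least 10 counts, 128 without the libraries numbered 2, 130 with the age score, 36 at an adjusted p under 0.05 and 38 to 81 with 1 library left out.

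The rule took replicate numbers as pairing libraries where all 3 correlations of their deviations were over 0.1. It paired the *elba1* and the *elba2* libraries with those of wt. No other genotypes met the rule, but between *insv* and wt the correlations were -0.14, 0.72 and 0.70. Their libraries numbered 2 and 3 thus also deviated alike. Of 30 correlations between same-numbered libraries of different genotypes, 16 were over 0.1 (lowest -0.32, highest 0.72), and 7 of the 15 libraries correlated best with their own number. With the replicate block the changed genes were 2590 in *elba2*, paired by the rule, and 1043 in *insv*, not paired by it. The contrasts were 42 (*elba2* and *elba1*), 69 (*elba3* and *elba1*) and 276 (*elba3* and *elba2*). Shared genes were 1072 higher and 820 lower in the 3 *ELBA* mutants and 167 higher and 121 lower in all 4. The block moved no other of these counts over 1.5 times. In *elba1* and *elba2* against wt it ended no call, and 6 and 8 single genes and the pair-rule list in *elba1* newly passed. Elsewhere it ended the calls of the histone list in *elba3* (adjusted p = 0.0521) and the differentiated tissue list in *insv* (0.0606), and 1 single gene newly passed in each of *elba3* and *insv*.

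The Elba2-bound sets of the *ELBA* mutants kept direction and call under the alternatives run for gene sets (not DESeq2 or voom tests) except the estimated correlation, which ended all 14 set calls with the means unchanged at 0.3258, 0.3729, 0.2819 and 0.4071 in *elba1* (all bound, with motif, without motif, top 200), 0.2775, 0.2847, 0.2708 and 0.3024 in *elba2*, 0.5013, 0.5582, 0.4482 and 0.6197 in *elba3*, and 0.2047 (with motif) and 0.2022 (top 200) in *insv*. All bound genes passed in *insv* with no filter (0.191), at least 10 counts (0.1367), only the 6 libraries (0.177), thinned counts (0.1523), the libraries numbered 2 left out (0.2601), the age score (0.1938), peaks within 500 bases (0.1673) and promoter peaks (0.1859), with 0.1176 to 0.2289 when 1 library was left out. Genes without the motifs passed in *insv* with at least 10 counts (0.1123; 0.07273 to 0.1724 with 1 library left out), and the top 100 motif peaks did not pass (0.1703). The *insv* mean with the motifs ranged from 0.1655 to 0.2893 and that of the top 200 from 0.1421 to 0.2773 with 1 library left out. Of 80 list tests 23 passed, 0 with the estimated correlation, and between 22 and 33 with 1 library left out.

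Some list medians changed sign with a call. The ribosomal protein list in *elba1* (0.05169) was -0.1346 with upper-quartile scaling, -0.06943 with library size only, -0.09749 with the age score, -0.201 without wt replicate 2 and -0.1761 without *elba1* replicate 1 (-0.201 to 0.0983 with 1 library left out). The cellularization list in *elba1* was -0.7731 with the age score, a change that follows from the score, since these genes are part of it. For the histone list in *insv* only the direction of the test changed with at least 10 counts. Its median kept its sign (-0.01914, and -0.1716 with at least 10 counts). The median of all genes moved by -0.185 in *elba1* and -0.208 in *elba3* with upper-quartile scaling, and by -0.121, -0.118 and -0.104 in *elba1*, *elba2* and *elba3* with library size only. Over the single genes, gene lists and pairwise overlaps, in the runs with 1 library left out, 1451 kept side and direction, 251 no longer passed, 29 newly passed, 67 counts moved and 2 changed sign. The share of higher genes among the *elba3* calls was 61.5%, and 48.6% with upper-quartile scaling. The smallest library, wt replicate 2 with 10778558 counts, limits the precision of low genes in every comparison with wt.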

Differences from the paper's values

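The paper states that few downregulated genes were shared by the 3 *ELBA* mutants (Supplementary Fig. 5a, b). Here 298 genes were downregulated in all 3 at the paper's thresholds, beside 454 upregulated in all 3. Among the alternatives set before the data were examined, the shared downregulated count was 503 with DESeq2, 175 with library size only, 176 with no filter on low counts, 158 with at least 10 counts in every library, 820 with the replicate number as a block and 69 at an adjusted p under 0.05 with over 1.5-fold. It ranged from 68 without *elba2* replicate 3 to 614 without *elba2* replicate 2. Voom, upper-quartile scaling, only the 6 libraries compared and thinned counts kept it within 1.5 times of 298. Without the 5 libraries numbered 2, chosen after seeing the data, it was 1014. The paper's text gives no number for this overlap, so no setting can be said to reach it. The order of the shared upregulated genes runs as the paper states, with 84.6% of the *elba2* calls shared by *elba1* and 82.9% of the *elba1* calls shared by *elba3*. Downregulated genes had the same order, with 79.95% and 68.2%, so it is not particular to upregulated genes. Simulated unchanged groups of the same sizes shared 355 and 888 upregulated genes on average, against 494 and 1539 observed. Part of the order may thus follow from list size and shared controls. The simulated lists were filled with genes not called at the paper's thresholds, so they cannot say whether it does.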

Other observations

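The test of library depth below was chosen after its result was seen, as were the fits without the 5 libraries numbered 2 and with the age score as a covariate.

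Genes that pattern the embryo were lower as groups in some mutants. The age score, of which the Hox genes are one side, differed from wt by -1.84, -1.13 and -1.35 in the *elba1*, *elba2* and *elba3* mutants, below wt in 3 of 3 same-numbered pairs in each, and by 0.35 in the *insv* mutant (exact permutation test, two-sided, p = 0.4, 0.5, 0.5 and 0.7, where 0.1 is the smallest possible). The 8 Hox genes, which give segments their identity, had a median log2 fold change of -1.02 in the *elba1* and -0.88 in the *elba3* mutant (adjusted p = 0.00363 and 0.00827 from camera, and 0.938 and 0.951 with an estimated correlation), with 0 members passing at an adjusted p under 0.05 from edgeR and 0 when adjusted over the list alone. The calls ended without *elba1* replicate 3 (median -0.69, adjusted p = 0.0517) and without *elba3* replicate 1 (-0.59, adjusted p = 0.152), and the medians were -1.93 without *elba1* replicate 2 and -1.72 without *elba3* replicate 2. The Hox medians were -0.52 in the *elba2* and 0.24 in the *insv* mutant, where the list did not pass, except in *elba2* with only the 6 libraries compared (adjusted p = 0.0497). Of 20 dorsal-ventral patterning genes, 1 was higher and 2 lower in the *elba1* mutant (1 and 4 when adjusted over the list alone) and 1 higher and 3 lower in the *elba3* mutant (1 and 4 when adjusted over the list alone). Their medians were -0.70 and -0.63 (adjusted p = 0.00323 and 0.0011, and 0.75 for each with an estimated correlation), -1.09 without *elba1* replicate 2 and -1.002 without *elba3* replicate 2, and they were -0.17 and -0.10 in the *elba2* and *insv* mutants. Of 10 pair-rule genes, 1 was higher and 2 lower in the *elba3* mutant (1 and 4 when adjusted over the list alone) and 0 passed in the *insv* mutant (0 when adjusted over the list alone). Their medians were -0.72 and -0.46 (adjusted p = 0.0082 and 0.00582, and 0.75 for each with an estimated correlation), and -0.54 and -0.08 in the *elba1* and *elba2* mutants, where the list did not pass (adjusted p = 0.0503 and 0.764). The *elba1* list passed in 10 of 15 other settings (adjusted p from 0.0093 to 0.166 over the 15). These include the replicate number as a block, which pairs these libraries (-0.54, adjusted p = 0.0494), and the runs without wt replicate 2 (-0.81, 0.0126) or *elba1* replicate 3 (-0.56, 0.0211). The *insv* median was -0.30 without wt replicate 1 and -0.21 and -0.80 without *insv* replicate 2 or 3.

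Ribosomal protein genes were slightly lower as a group, with medians over 90 genes of -0.15 in the *elba3* and -0.23 in the *insv* mutant (adjusted p = 0.00048 and 8.63e-07 from camera, and 0.991 for each with an estimated correlation). In each of these mutants 1 gene was lower at an adjusted p under 0.05, and 1 when adjusted over the list alone. The *elba3* median was -0.30 and -0.42 without *elba3* replicate 1 or 3 and -0.41 and -0.29 without wt replicate 2 or 3, and the *insv* median -0.07 without *insv* replicate 2 and -0.07 and -0.37 without wt replicate 1 or 2. It was -0.04 in the *elba2* mutant, where the list passed in 5 of 15 other settings, among them library size only (-0.15, adjusted p = 0.000418) and the run without wt replicate 2 (-0.21, 0.00109). In *elba1* it also passed in 5 of 15, as lower. Of 77 histone genes, 10 were higher in the *elba1* mutant (34 when adjusted over the list alone), and 12 were higher and 1 lower in the *elba3* mutant (12 and 1 when adjusted over the list alone). Their medians were 0.90 and 0.58 (adjusted p = 1.21e-06 and 0.0339, and 0.75 and 0.991 with an estimated correlation), and 0.46 and -0.02 in the *elba2* and *insv* mutants, where the list did not pass. It passed in *elba2* without wt replicate 1 or 3 (0.55 and 0.65, adjusted p = 0.00373 and 0.0272) or *elba2* replicate 2 (0.61, 0.0218). In *insv* it passed as higher without wt replicate 1 (0.41, 0.00809), without *insv* replicate 2 (0.14, 0.0184) and with only the 6 libraries compared (0.29, 0.0155), and as lower with at least 10 counts in every library (-0.17, 0.00913). The *elba1* call ended with at least 10 counts in every library (adjusted p = 0.279) and with only the 6 libraries compared (0.093), and the *elba3* call without *elba3* replicate 3 (median 0.54, adjusted p = 0.0519) and without wt replicate 2 (0.12, adjusted p = 0.305). The *elba3* call also ended with no filter on low counts (0.202), at least 10 counts in every library (0.985), the libraries numbered 2 left out (0.558) and the age score as a covariate (0.166). Most histone genes are near-identical copies that share reads, so these values are uncertain. The 17 tested genes of differentiated tissues had a median of 0.99 in the *insv* mutant (adjusted p = 0.0178, and 0.991 with an estimated correlation), with 0 members passing from edgeR and 0 when adjusted over the list alone. That call ended without wt replicate 1 (median 0.38, adjusted p = 0.154) and without *insv* replicate 2 (-0.55, adjusted p = 0.723). It also ended with only the 6 libraries compared (0.131), thinned counts (0.0654), the libraries numbered 2 left out (0.0742) and the age score as a covariate (0.0963). The median was 4.88 and 0.40 without wt replicate 2 or 3 and 1.53 without *insv* replicate 3. In the *elba1*, *elba2* and *elba3* mutants it was -0.88, -3.15 and -0.62, not passing.

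With the settings fixed for these tests, the other lists passed in no mutant. In the order *elba1*, *elba2*, *elba3* and *insv*, the median log2 fold changes were 0.23, 0.50, 0.04 and -0.04 for cellularization genes, -0.40, 0.10, -0.41 and -0.11 for gap and head genes, 0.23, 0.08, 0.14 and -0.16 for insulator genes and -0.59, -0.30, -0.89 and -0.21 for follicle cell genes. They were 0.88, -0.19, 0.25 and -0.62 for heat shock genes, -0.09, 0.04, -0.45 and 0.23 for antimicrobial peptide genes, -0.70, -0.37, -0.80 and -0.02 for dosage compensation genes and 0.93, 0.16, 0.47 and 1.35 for the strain marker genes. They were 0.55, 0.99, 0.40 and 0.21 for the 4 mutated genes and 0.03, 0.00, 0.05 and 0.07 for the genes that the paper names. Other settings gave some calls, leaving aside the cellularization genes under the age score that they help define. Gap and head genes passed as lower in 8 of 15 other settings in *elba1* and 7 of 15 in *elba3* (adjusted p from 4.88e-05 and 0.00139). Among these were the runs without wt replicate 2 (-0.75 and -0.83, adjusted p = 0.0058 and 0.0129), *elba1* replicate 3 (-0.58, 0.00159) and *elba3* replicate 1 or 3 (-0.55 and -0.72, 0.0422 and 0.0466). Dosage compensation genes passed as lower in 4 of 15 in *elba1* and 7 of 15 in *elba3*, among them the runs without wt replicate 2 (-0.60 and -0.73, 0.0338 and 0.0365) and *elba3* replicate 2 (-1.09, 0.0443). Heat shock genes passed as higher in *elba1* with at least 10 counts in every library (2.12, 0.0227) and without *elba1* replicate 1 (1.04, 0.0162), and in *elba3* with no filter (0.25, 0.0334) and without wt replicate 2 or 3 (0.40 and 0.50, 0.0217 and 0.0274). In *insv* they passed as lower without wt replicate 1 (-0.74, 0.000775). Insulator genes passed as lower in *insv* without wt replicate 2 (-0.32, 0.0373) or *insv* replicate 3 (-0.35, 0.0414). The 4 mutated genes passed as lower in *insv* without wt replicate 2 (-0.29, 0.0231) or *insv* replicate 1 (-0.51, 0.00869) and, with medians above 0 so that median and test differ in sign, with upper-quartile scaling (0.24, 0.0386) and library size only (0.34, 0.0162). They passed as higher in *elba2* without the libraries numbered 2 (0.96, 0.0127). The *insv* medians of the neural, Enhancer of split and segment polarity lists were -0.01, -0.15 and -0.05.

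Some genes shown with PRO-seq in Fig. 6 passed the test in the RNA-seq data. At the paper's thresholds *CG13822* and *CG6012* were higher and *CG31809* and *CG11275* lower in all 4 mutants. For such genes a difference between the wt strain or libraries and all mutant lines stays open. *CG13822* (GILT3 in Fig. 6d) had log2 fold changes of 4.41, 3.54, 4.14 and 3.07 in the *elba1*, *elba2*, *elba3* and *insv* mutants (adjusted p = 0.00313, 0.0104, 0.00246 and 0.0268 from edgeR). Its *elba2* call ended without wt replicate 1 or 2 (adjusted p = 0.0662 and 0.0531), and its *insv* call without wt replicate 1 or 2 (0.141 and 0.0653) or *insv* replicate 1 (0.0786) and with only the 6 libraries compared (0.0914). *CG6012*, at 0.58 normalized counts on average in wt, had 5.47, 5.92, 5.55 and 5.52 (adjusted p = 0.0153, 0.0124, 0.00826 and 0.0238). Without wt replicate 1 none of its calls held (adjusted p = 0.117, 0.118, 0.0792 and 0.203), without wt replicate 2 those of *elba1*, *elba2* and *insv* ended (0.0693, 0.0723 and 0.0654), and the *insv* call also ended without wt replicate 3 (0.0545) and without *insv* replicate 1, 2 or 3 (0.066, 0.0703 and 0.0821), with thinned counts (0.0941) and with only the 6 libraries compared (0.0693). *CG31809* had -3.48 in the *elba1* and -3.26 in the *elba3* mutant (adjusted p = 0.00799 and 0.006). Its log2 fold change was -2.16 in the *insv* mutant (adjusted p = 0.0981) and -2.85 in the *elba2* mutant (0.0272), where the call ended without *elba2* replicate 1 or 3 (0.109 and 0.144) and without wt replicate 1, 2 or 3 (0.103, 0.0611 and 0.0898), with library size only (0.0634) and with thinned counts (0.0767). In *insv* it passed with DESeq2 (0.0123), voom (0.0212) and the age score as a covariate (0.0287). *CG11275* had -1.177, -1.246, -1.403 and -1.499 (adjusted p = 0.0715, 0.11, 0.0304 and 0.068). In the mutants where it did not pass it did so in some other settings. In *elba1*, *elba2* and *insv* it passed with the replicate number as a block (adjusted p = 0.017, 0.0322 and 0.0263), which pairs the libraries of the first 2 with wt, with DESeq2 (0.0158, 0.0228 and 0.00373) and with the age score (0.0478, 0.0438 and 0.0131). With voom it passed in *elba1* and *insv* (0.0489 and 0.0231), and in *elba1* also without *elba1* replicate 2 (0.0124) and without the libraries numbered 2 (0.0147). Its *elba3* call ended without *elba3* replicate 1 or 3 (0.152 and 0.0871) and without wt replicate 1, 2 or 3 (0.101, 0.0615 and 0.0767), with library size only (0.0667) and with no filter (0.0521).

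Directly compared, the *insv* mutant differed from the *elba1* mutant in 4811 genes (2269 higher and 2542 lower), from the *elba2* mutant in 3568 (1987 and 1581) and from the *elba3* mutant in 4548 (1973 and 2575) at the paper's thresholds. Which direction held more genes depended on the setting. With upper-quartile scaling the higher and lower genes were 2633 and 1678 against *elba1* and 2541 and 1728 against *elba3*, and with DESeq2 2524 and 2079 against *elba3*. Without *elba1* replicate 2 they were 3882 and 2742 against *elba1*, and without *elba3* replicate 2 they were 2816 and 2137 against *elba3*. Against *elba2* they were 1908 and 950 with library size only, 966 and 1160 with at least 10 counts in every library, 378 and 484 or 143 and 240 without *elba2* replicate 1 or 3, and 199 and 240 at an adjusted p under 0.05. The first count was 3207 with the age score as a covariate, 1518 and 1350 without *elba1* replicate 1 or 3 and 2493 without *insv* replicate 2. The second was 2182 with voom, 862 and 383 without *elba2* replicate 1 or 3 and 1519 and 873 without *insv* replicate 1 or 2. The third was 1830 without *elba3* replicate 1 and 2748 without *insv* replicate 2.

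The replicate 2 libraries stood apart from replicates 1 and 3 of their genotype. In 4 of 5 genotypes *Yp1* or *Yp3* was less than 0.5 higher on the log2 scale than in the other replicates. By the rule set beforehand this argued against ovary RNA. In wt, *elba2* and *elba3* it rested on *Yp1* alone (0.04, -0.26 and -0.07), while *Yp3* was 0.61, 0.68 and 0.99 higher. The follicle cell medians were 0.66, 0.56, 0.64, 0.61 and -0.07 in wt, *elba1*, *elba2*, *elba3* and *insv*, so ovary RNA stays open. Library depth was argued against because replicate 2 had the lowest total in 2 of 5 genotypes. Older embryos in these libraries are a candidate explanation: in 4 of 5 genotypes the Hox median was over 0.5 higher and the cellularization median over 0.5 lower. The Hox median differences were 0.54, 1.75, 0.97, 1.39 and 0.33 in wt, *elba1*, *elba2*, *elba3* and *insv*, and those of the cellularization genes -3.04, -2.61, -3.67, -2.87 and -3.82. Genes of differentiated tissues, listed as marks of much older embryos, larvae or adults, had medians of 5.40, 2.84, 1.21, -1.96 and 3.95 in the same order, and whether such material was mixed into these libraries was not tested.

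The 10 ways to split 6 libraries into groups of 3 are too few for a share under 0.05. With only the 6 libraries fitted, the real comparison with wt called 1663 genes in *elba1* (highest other split 11), 946 in *elba2* (0), 3419 in *elba3* (49) and 589 in *insv* (2913). Between mutants the real split called 2 genes for *elba2* and *elba1* (4446), 3 for *elba3* and *elba1* (3901), 3988 for *insv* and *elba1* (2746), 293 for *elba3* and *elba2* (0), 2899 for *insv* and *elba2* (2211) and 4420 for *insv* and *elba3* (0). The mean log2 fold change of the Elba2-bound genes was 0.29 in *elba1* (0.2943 in another split), 0.25 in *elba2* (0.2021), 0.44 in *elba3* (0.2929) and 0.18 in *insv* (0.2169). Counting the real split, 1 split was as large for *elba1*, *elba2* and *elba3* against wt and for the other contrasts whose real count was the highest, 2 for *insv* against wt and for *elba2* and *elba1*, and 3 for *elba3* and *elba1*. For the bound genes these numbers were 2, 1, 1 and 3. Where the numbers pair the libraries, 4 splits part all 3 pairs. The 3 others of these called 0 genes in *elba1* and 0 in *elba2*, and their highest mean of the bound genes was the 0.2943 and 0.2021 above, both with wt replicate 2 in the place of the mutant's. Splits that call several times the real count, as for *insv* and wt with *insv* replicates 1 and 2 and wt replicate 2 in one group, point to a structure of the samples.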
